# Tp63-expressing adult epithelial stem cells cross lineages boundaries revealing latent hairy skin competence

**DOI:** 10.1038/s41467-020-19485-3

**Published:** 2020-11-06

**Authors:** Stéphanie Claudinot, Jun-Ichi Sakabe, Hideo Oshima, Christèle Gonneau, Thimios Mitsiadis, Daniel Littman, Paola Bonfanti, Geert Martens, Michael Nicolas, Ariane Rochat, Yann Barrandon

**Keywords:** Cell biology, Developmental biology, Reprogramming, Stem cells, Skin stem cells

## Abstract

The formation of hair follicles, a landmark of mammals, requires complex mesenchymal–epithelial interactions and it is commonly believed that embryonic epidermal cells are the only cells that can respond to hair follicle morphogenetic signals in vivo. Here, we demonstrate that epithelial stem cells of non-skin origin (e.g. that of cornea, oesophagus, vagina, bladder, prostate) that express the transcription factor Tp63, a master gene for the development of epidermis and its appendages, can respond to skin morphogenetic signals. When exposed to a newborn skin microenvironment, these cells express hair-follicle lineage markers and contribute to hair follicles, sebaceous glands and/or epidermis renewal. Our results demonstrate that lineage restriction is not immutable and support the notion that all Tp63-expressing epithelial stem cells, independently of their embryonic origin, have latent skin competence explaining why aberrant hair follicles or sebaceous glands are sometimes observed in non-skin tissues (e.g. in cornea, vagina or thymus).

## Abstract (web summary)

Adult stem cells are thought to be fate restricted to lineages distinct to their tissue of origin. Here, the authors demonstrate that Tp63 expressing epithelial stem cells from several disparate tissues can respond to skin morphogenetic signals and contribute to hair follicles, sebaceous glands and/or epidermis.

## Introduction

The tumor protein 63 (Tp63) is a member of the Tp53 family of transcription factors and two main isoforms (TAp63 and ΔNp63) are encoded from alternative promoters^1^. Tp63 is expressed in the apical ectodermal ridge, in the epidermis and its derivatives (hair follicles, breast) and other squamous epithelia (epithelia lining the ocular surface, the buccal cavity and the esophagus), in developing teeth, in trachea, the urogenital tract, prostate, and thymus^1–5^ (Supplementary Table 1). Loss-of-function of Tp63 in mouse models results in major developmental abnormalities including a hypoplastic thymus, an absence of limbs and teeth, and an absence of epidermis and its derivatives (hair follicles, mammary glands, lacrymal, and salivary glands)^6,7^. Consequently, Tp63 is considered a master gene for the development of epidermis and its appendages^8^ and essential for the proliferative potential of stem cells in stratified epithelia^4,6^.

The fate of an adult stem cell is determined during embryonic life and its potency is restricted to distinct tissue lineages in response to a specific microenvironment (the niche) and it is thought that lineage restriction is maintained for life^9,10^. However, in some circumstances, for instance, after chronic microenvironmental aggressions, epithelial cells may undergo a phenomenon termed metaplasia in which they adopt a different fate, e.g. squamous metaplasia in the trachea^11^. The formation of hair follicles, a landmark of mammals, requires complex mesenchymal–epithelial interactions^12,13^ and it is commonly believed that embryonic epidermal cells are the only cells of the body that can respond to hair follicle morphogenetic signals in vivo^14^. Nevertheless, the corneal epithelium of an adult rabbit can form hair follicles when exposed to mouse embryonic dermis in a short-term assay^15^, epidermis and hair follicles can form in the cornea of mice deficient for DKK2^16^ and the corneal epithelium can convert into epidermis in Notch 1 null mice^17^. Furthermore, we have demonstrated that the thymus of the rat contains clonogenic Tp63-expressing epithelial cells of endodermal origin that can behave as bona fide multipotent stem cells of hairy skin when transplanted into a developing skin microenvironment^18^. These observations together with the fact that hair follicles and dermoid cysts are observed in a variety of non-skin tissues in adult mammals (cornea, oral cavity, esophagus, thymus) (Supplementary Table 2) strongly suggest that the ability to respond to skin morphogenetic signals is not restricted to embryonic epidermal stem cells, a notion also supported by the generation of de novo hair in the adult mouse after wounding^19^. That prompt us to systematically evaluate the potency of Tp63-expressing stem/progenitor cells isolated from squamous epithelia and non-squamous epithelia (bladder, prostate) in powerful skin morphogenetic assays that we have developed^20,21^. We have demonstrated that non-hairy adult Tp63-expressing epithelia, independently of their embryonic origin, can contribute to the formation of hair follicles and sebaceous glands when transplanted into a neonate skin microenvironment, a property maintained in serial transplantation. Importantly, some epithelial cells (bladder, prostate, thymus) necessitate a passage in cell culture to respond to a skin microenvironment, supporting the notion that tissue stem/progenitor cells may broaden potency in response to cell culture, a phenomenon thought to be associated with stem cell plasticity and reprogramming^22,23^.

## Results

### Tp63-expressing clonogenic cells from non-hairy epithelia have skin-forming ability

We have systematically examined the skin-forming ability of cultured epithelial cells isolated from simple, transitional, and stratified epithelia of adult rodents using powerful skin morphogenetic assays^21^ (Fig. 1a). Tissue biopsies of footpad, oral mucosa, esophagus, vagina, trachea, bladder (dome and trigone) and prostate were obtained from 6-month-old enhanced GFP (EGFP) rats (green rat SD-Tg(CAG-EGFP)4 Osb) with the exception of gut stem cells, which were isolated from 3-week-old DsRed^+^ (B6.Cg-Tg(CAG-DsRed*MST)1Nagy/J) and Lgr5-EGFP (B6.129P2-*Lgr5*^*tm1(cre/ERT2)Cle*^/J) mice. Rat cells were then cultured onto a lethally irradiated feeder layer of 3T3-J2 cells under the strict conditions used for regenerative medicine of human epidermis^24,25^, whereas duodenal stem cells from mouse DsRed^+^ mice were cultured according to Sato et al.^26^ (Supplementary Fig. 1a). These experiments confirmed that all Tp63-positive epithelia (Supplementary Table 1) contained a population of clonogenic epithelial cells that could be serially cultured^27^ (Fig. 1b, Supplementary Fig. 2a, b). Importantly, the multiplying cells obtained in these cultures, irrespective of their tissue of origin, expressed ∆Np63 isoforms (Fig. 1c, Supplementary Fig. 3a), the expression of which is critical for maintenance of epidermal stem cells in vivo^4,6^. In addition, expression of these isoforms is considered as an important indicator of the presence of stem cells in cultured epithelium grafts for ex vivo regenerative medicine^25,28^. Moreover, most cultured cells had a normal rat diploid karyotype, even if some aneuploid cells could be observed. As expected, Tp63-negative stem cells of the duodenum^29^ could not grow under a microenvironment designed for epidermis but could nicely expand to form mini-guts under appropriate culture conditions^26^ (Supplementary Fig. 1a). Next, we investigated the behavior of these different clonogenic cells in a powerful xenotransplant assay in which the cultured cells were exposed to morphogenetic cues present in the developing skin of a newborn mouse. Using this assay together with serial transplantations, we have previously demonstrated that the cultured progeny of a single multipotent hair follicle stem cell can contribute to the formation of functional hair follicles and sebaceous glands for years^21^. In this study, a total of 156 transplantations were performed. As predicted, cultured stem cells from ectoderm (e.g., oral cavity, footpad, sweat glands, cervical loop of the developing incisor) and non-skin related stratified squamous epithelia of other embryonic origin (e.g., from vagina and esophagus, respectively, of mesoderm and endoderm origin) nicely integrated into the developing pelage of the mouse and contributed to epidermis, functional hair follicles, and sebaceous glands for months (Supplementary Fig. 3b, c). Surprisingly, the Tp63-expressing cells cultured from the transitional epithelium of the bladder (whether from dome or trigone) and the glandular epithelium of the prostate, both of endodermal origin, integrated very nicely into the developing pelage of the mouse and contributed to the formation of epidermis, hair follicles, and sebaceous glands for months (Fig. 1d, Supplementary Fig. 3b–e). We next examined the behavior of stem cells isolated from gut (simple epithelium of endodermal origin). As expected, cultured DsRed and non-cultured Lgr5-EGFP sorted gut stem cells were unable to integrate into the developing skin and quickly disappear from the transplant (Supplementary Fig. 1a, b). Because aneuploid cells were present in some of the primary cultures, we isolated individual single cells and expanded the clones. Aneuploid clones were then selected and transplanted. None of the aneuploid EGFP clones survived more than a few days after transplantation and never permanently engrafted (Supplementary Fig. 4a, b), a situation highly reminiscent of the lack of engraftment of cloned aneuploid human keratinocytes^30^. These observations strongly indicated that only normal diploid epithelial stem cells could permanently engraft in vivo^31^, a notion of paramount importance for safe stem cell therapy. EGFP rat cells were then recovered from the xenotransplants and cultured again as described above. Importantly, these cells kept expressing ∆Np63 isoforms when examined by immunocytochemistry and reverse transcription quantitative PCR (RT-qPCR) (Fig. 1e). Karyotype and fluorescence in situ hybridization (FISH) analyses revealed that the recovered EGFP cells had a normal rat chromosome count (*n* = 42) and had not fused with the epidermal cells of the recipient mice (Supplementary Fig. 4c). Recovered EGFP rat cells were then serially cultured before they were again transplanted into newborn mouse skin. The transplanted EGFP rat cells contributed for a second time to long-term hair follicle renewal of the mouse pelage (Fig. 1d, Supplementary Fig. 3b). The percentage of successful xenotransplants varied from 12.25–100% (the best performers being the bladder, the sweat glands, the oral cavity, and the esophagus) compared with 75% for bona fide hair follicle stem cells (details in Supplementary Fig. 3b). Much to our surprise, the endoderm-derived tracheal epithelium, classified as pseudostratified, stood apart among all the Tp63-expressing epithelia that we examined. As previously reported, the trachea contained a population of clonogenic cells that could grow for many passages onto a feeder layer of 3T3-J2 cells (Supplementary Fig. 2a). These clonogenic cells expressed the transcription factor ∆Np63 isoforms (Fig. 1e), *Nkx2-1*, CK-5/14 as previously reported^32,33^, but did not expressed Involucrin (IVL) and LEKTI, markers of squamous terminal differentiation (Supplementary Fig. 5a). When transplanted, the tracheal epithelial cells never contributed to the formation of hair follicles or sebaceous glands (*n* = 8 and 17 for 1st and 2nd transplantations, respectively) but formed a squamous epithelium resembling the epidermis, a finding also observed in the second round of transplantation (Fig. 1d). This stratified squamous epithelium contained Ki67-positive basal cells and could renew for months. Moreover, it expressed some (Loricrin and LEKTI) but not all of the classical markers of squamous differentiation (e.g., IVL and Filaggrin) (Supplementary Fig. 5b). These results are reminiscent of squamous metaplasia, a preneoplastic condition in which an epithelium repeatedly exposed to stress become squamous and stratify to resemble epidermis^34^. The morphology and layer organization of the hair follicles and sebaceous glands generated from transplanted non-hairy Tp63-expressing epithelial cells were indistinguishable from normal hair follicles or sebaceous glands (Figs. 1d and 2a). We next evaluated the expression of several transcription factors important for hair follicle development and differentiation, i.e., *Lhx2*, *Foxn1*, *Gata3*, *Hr,* and *Lef1*^12–14^ in cells isolated from footpad, oral mucosa, esophagus, vagina, thymus, trachea, and bladder cells recovered several months after their transplantation and contribution to murine skin. The expression of these transcription factors was upregulated in all recovered cells with the exception of the trachea in which the expression of *Lhx2*, *Gata3,* and *Hr* remained low (Fig. 2b). We also found that transplanted tracheal cells could only upregulate gene networks associated with squamous differentiation in accordance with their behavior upon transplantation. We next investigated the expression of SOX9, LHX2, CK-15, and CK-31 in hair follicles generated by bladder and prostatic EGFP cells by immunocytochemistry. These proteins, linked to the hair follicle stem cell niche and hair follicle differentiation^35–37^ were expressed at the right location 103 and 238 days after transplantation (Fig. 2c, Supplementary Fig. 3e), demonstrating that the bladder cells were able to turn on a transcriptional program related to hair follicle development in response to a hairy skin microenvironment. Altogether, our experiments unambiguously demonstrated that clonogenic adult Tp63-expressing stem cells, irrespective of their embryonic origin, had skin-forming ability when exposed to proper environmental cues and that they were able to behave like bona fide multipotent hair follicle stem cells as they contributed to all lineages of the hair follicle and the sebaceous glands and to hair follicle renewal for many hair cycles.

**Fig. 1:**
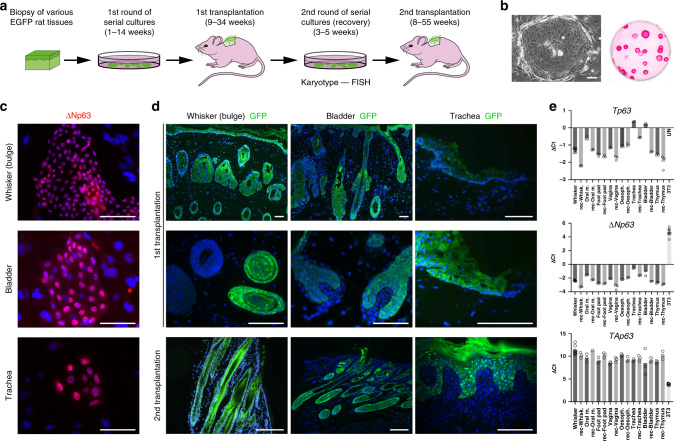
Cultured Tp63-expressing epithelial stem cells have hairy skin competence. **a** Schematic representation of the experimental strategy. Various epithelial cells were obtained from EGFP rats, cultured and serially transplanted into the skin of newborn wild type mice. A typical experiment, from the initial biopsy to the end of the 2nd transplantation, usually ran for more than a year. **b** Typical appearance of colonies initiated by esophageal epithelial cells (10 independent experiments). Left: phase contrast appearance of a 7 days old progressively growing colony; bar: 100 μm. Right: appearance of 10 days old Rhodamine B stained colonies (red). **c** Immunostaining showing that clonogenic epithelial cells cultured from whisker, bladder and trachea expressed ∆Np63 (red nuclear staining). Nuclei (blue) were counterstained with Hoechst 33342. **d** Serial transplantation of Tp63-expressing epithelial stem cells from whisker, bladder, and trachea into the skin of newborn wild type mice; 34 mice were transplanted in the first round of transplantation out of which 21 displayed a long-term EGFP transplant; 23 mice were transplanted in the second round of transplantation out of which 12 displayed a long-term EGFP transplant. Representative microphotographs showing that transplanted EGFP cells from whisker and bladder formed epidermis, hair follicles, and sebaceous glands whereas tracheal cells only formed an epidermis-like epithelium. EGFP expression in the transplanted cells was revealed by immunohistochemistry. First transplantation: upper and middle panels; Upper panel: whisker: 236 days old transplant; bladder (dome): 238 days old transplant; trachea: 122 days old transplant. Middle panel: high magnification showing that the EGFP cells contributed to the differentiated layers of epidermis and hair follicles. Whisker: 100 days old transplant; bladder (dome and trigone): 238 days old transplants; trachea: 122 days old transplant. Second transplantation: lower panel; Whisker: 117 days old transplant; bladder (trigone): day 84 transplant; trachea: 100 days old transplant. Nuclei (blue) were counterstained with Hoechst 33342; bars: 100 μm. **e** Dot plot showing the expression of Tp63, ΔNp63, and TAp63 isoforms determined by qPCR analysis before and after the 1st round of transplantation. ΔCt results were normalized against housekeeping genes (*TBP*, *SDHA,* and *Tubb*). Mean of 3–9 technical replicates with individual data represented by empty circles.

**Fig. 2:**
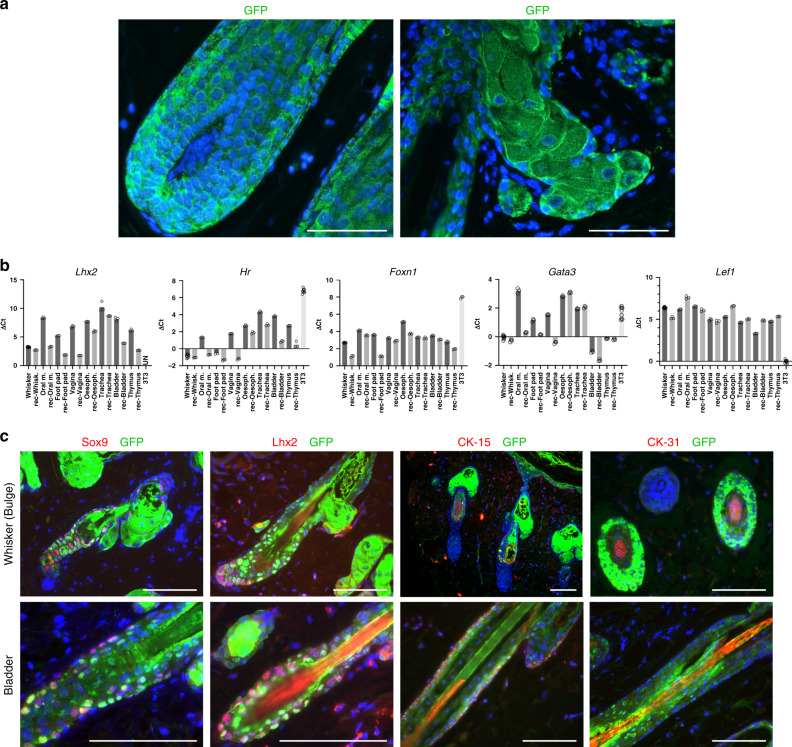
Expression of hair follicle lineage markers by transplanted bladder epithelial cells. **a** Microscopic appearance of a hair follicle bulb (left) and of a sebaceous gland (right) generated by epithelial cells cultured from the bladder of an EGFP rat and transplanted into a newborn mouse skin microenvironment (103 and 238 days after transplantation, respectively), *n* = 3 mice. EGFP expression (green) was revealed by immunohistochemistry, nuclei (blue) were counterstained with Hoechst 33342. Note that the transplanted EGFP cells contributed to all the differentiated lineages of the hair follicle and sebaceous glands; bars: 100 μm. **b** Expression of several transcription factors important for hair follicle differentiation as determined by qPCR analysis. ΔCt results were normalized against housekeeping genes (*TBP*, *SDHA,* and *Tubb*). Mean of 3–9 technical replicates with individual data represented by empty circles. **c** Transplanted EGFP-positive bladder epithelial cells expressed SOX9, LHX2, cytokeratin-15 (CK-15), and cytokeratin-31 (CK-31) at the proper location in the hair follicles. For each marker, *n* = 3 experiments. Hair follicles and sebaceous glands generated from multipotent epithelial stem cells cultured from a whisker follicle were used as control. SOX9 (red): whisker: day 103 after transplantation, bladder: day 103; LHX2 (red): whisker: day 238, bladder: day 236; CK-15 (red): whisker: day 103, bladder: day 238; CK-31 (red): whisker: day 236, bladder: day 103. EGFP expression (green) was revealed by immunohistochemistry, nuclei (blue) were counterstained with Hoechst 33342. Bars: 100 μm.

### Genetic analyses

We next performed a microarray analysis on cells from oral mucosa, footpad, vagina, trachea, esophagus, thymus, and whisker follicle before and after their transplantation into a newborn skin microenvironment. All cells were cultured in parallel and in duplicate before they were sorted on EGFP expression and total RNA extracted. Quantitative analysis of RNA expression was then performed using the Affymetrix GeneChip Rat Expression Array 230 2.0 (31,042 gene-level probe sets) or Rat Gene ST 1.0 Array (27,342 gene-level probe sets). The results of the thymus analysis that was used for comparison were published previously and deposited at the NCBI Gene Expression Omnibus public (http://www.ncbi.nlm.nih.gov/geo) database (series record GSE21686)^18^ (Supplementary Fig. 6a–d). The global gene expression in the different tissues was compared to that of the whisker hair follicle and a list of genes that were significantly up- or downregulated was established (fold-change >2; *p* value < 0.05) (Supplementary Data 1). Only 43 genes were identified as common to oral mucosa, footpad, vagina, trachea, esophagus and thymic cells when compared with whisker follicle cells in the 1st round of culture before transplantation (Supplementary Table 3), when only four genes (*Chst11, Itgb8, Lrat, Rassf4*) remained common in the 2nd round of culture when the cells were isolated from the grafts. As expected, *Lhx2* and *Gata3* expression was lower in cells from non-hairy cells tissues before transplantation. In contrast, *Ptges* and *Ptgs1*, both implicated in prostaglandin signaling, were significantly more expressed in cells in the 1st round of culture. This observation is particularly interesting because prostaglandins interact with Wnt signaling^38^, a pathway critical for hair follicle development^12^, and also because they are known to inhibit wound-induced hair follicle neogenesis^39^. Altogether our results provide a possible explanation for why hair follicle formation is repressed in non-hairy Tp63-expressing cells from non-hairy tissue origin. Because the bladder epithelium was not included in our original microarray analysis, we next performed a RNA-Seq analysis on bladder (dome), trachea, vagina, thymic, and whisker follicle Tp63-expressing epithelial cells cultured before and after their transplantation into a newborn skin microenvironment. 

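RNA was sequenced from EGFP rat epithelial cells of 5 tissues, bladder (dome), trachea, vagina, thymus and whisker follicle, in 2 rounds of culture, the 1st before transplantation and the 2nd after the cells were recovered from the transplants. Each of the 10 groups had 2 samples, 20 in all. The 2 samples of a group had the same donor age, and the whisker samples of a round were of the same clone or subclone. The paper's text does not state that the 2 samples came from separate animals or transplants. Their spread may therefore be only that of parallel cultures, and the tests cannot be taken to measure the spread between animals. The donors differed in age between some of the tissues, and the thymic cells came from a frozen stock. According to the methods, the best 2 samples were sequenced after a check of RNA quality. The whisker cells were a clone before transplantation and a subclone after it. The labels of the 1st round thymic samples name both a bulk culture and a clone. The authors aligned the reads with STAR to the Rnor 6.0 rat assembly, counted the reads on each gene of the Ensembl annotation with Htseq-count, and deposited these counts without normalization.

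Between 20723083 and 29824855 reads per sample were counted on genes. The median of the 2 samples in the 1st round was 24793410 for bladder, 23923245 for trachea, 24343703 for vagina, 23760364 for thymus and 23203292 for whisker cells. In the 2nd round the median was 23765632 for bladder, 23655228 for trachea, 27355318 for vagina, 26098200 for thymus and 24003621 for whisker cells. A further 11601894 to 19374286 alignments per sample were not unique and were left uncounted, which lowers the values of genes with near-identical copies. The smallest level these depths can show, 3 counts, lies between 0.101 and 0.145 CPM (counts scaled to library size), a floor that covers counting error only.

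Genes with at least 1 CPM in at least 1 sample were kept, which left 13302 genes. Counts were scaled by TMM and fitted with limma voom, all 20 samples in one model, and genes were called at a Benjamini-Hochberg adjusted p value under 0.05 and a fold change of at least 2. The 2nd round cells were compared with the whisker cells of the 2nd round. The 2 samples of a group differed by more than counting noise in every group, with a mean chi-square per gene between 2.48 and 42.9, and they differed most in 1st round thymus and 1st round bladder (34.5), so no 2 samples were merged.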

Thymic epithelial cells (PRP04MOThy1 and recovered PRP04MOThy1 #907) were from our frozen stock^18^. All cells were cultured in parallel before they were sorted on EGFP expression and total RNA extracted. Principal component analysis (PCA) and hierarchical clustering clearly indicated a switch in gene expression towards hair follicle to the exception of trachea after the cells were recovered months after transplantation (Fig. 3a, b). 

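The first principal component of the scaled log2 CPM values of the 13302 genes held 27.9% of the variance and the second 16.3%. On the first component, the mean of the 2 whisker samples was 84.8 in the 1st round and 77.1 in the 2nd. Bladder cells moved from -115.6 before transplantation to -0.0054 after it, tracheal cells from -83.4 to -19.9, vaginal cells from 10.0 to 27.3 and thymic cells from -2.1 to 21.9. The second component showed no common move towards whisker cells, whose means there were 23.8 in the 1st round and -5.2 in the 2nd. On it, bladder cells went from 48.7 to 70.6 and tracheal cells from -43.7 to -60.4. Vaginal cells went from -17.4 to -62.7 and thymic cells from -2.3 to 48.6. Among the alternatives tried, restricting the genes to the 1000 most variable ones moved the share of the first component most, to 40.8%.

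The distance of each sample to whisker cells was measured as the root mean square difference in log2 CPM from the mean of the 4 whisker samples. In bladder cells it was 1.73 ± 0.048 (SD, n = 2) in the 1st round and 1.24 ± 0.012 (SD, n = 2) in the 2nd. The tracheal cells went from 1.48 ± 0.0049 to 1.23 ± 0.0017, the vaginal cells from 1.18 ± 0.0040 to 0.901 ± 0.0067, and the thymic cells from 1.31 ± 0.0047 to 1.14 ± 0.0062. The distance thus changed by -28.4% in bladder, -23.8% in vagina, -16.9% in trachea and -12.9% in thymus, and each fall was larger than the spread between the samples. An exact permutation test of 2 against 2 samples gave p = 0.33 in each tissue (two-sided), the smallest p this design allows.

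Ward clustering on the correlation of the samples, divided into 2 branches, placed both samples of 7 of the 8 groups other than whisker in the branch with the whisker samples. The group left in the other branch was 1st round bladder. When genes were required to have at least 1 CPM and at least 10 counts in at least 2 samples, 5 groups stayed in the whisker branch, and 1st and 2nd round trachea joined 1st round bladder. From the component plot and the clustering in Fig. 3a, b, the paper states that gene expression switched towards hair follicle in the recovered cells, with trachea as the exception.

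**Figure D1:**
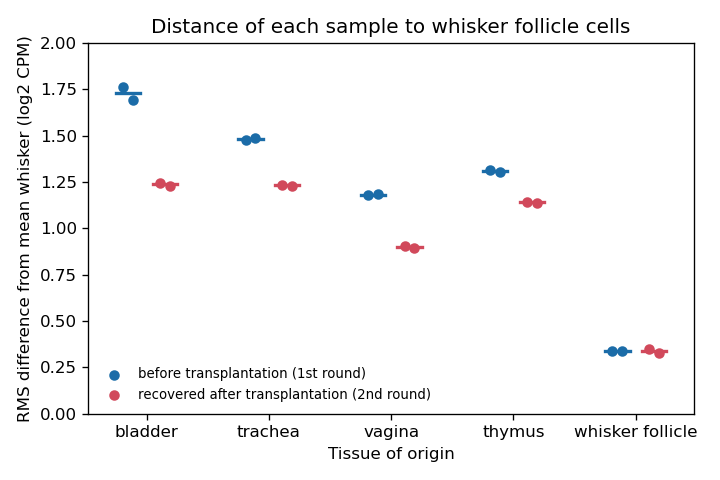
Root mean square difference in log2 CPM (vertical axis) between each sample and the mean of the 4 whisker follicle samples, by tissue of origin (horizontal axis), in the 1st round (blue) and the 2nd round (red). Points are the 2 samples of each group and bars their mean. The mean of bladder falls from 1.73 to 1.24, that of trachea from 1.48 to 1.23, that of vagina from 1.18 to 0.901 and that of thymus from 1.31 to 1.14.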

Because of the higher sensitivity of RNA-Seq, more genes (1182 and 629, respectively) were identified as common between the bladder (dome), trachea, vagina, and thymus when compared to whisker follicle (up- and downregulated genes, fold-change >2, adjusted *p* value < 0.05) (Fig. 3c, listed in Supplementary Data 2 and 3). 

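In the 1st round, 4250 genes differed between bladder and whisker cells, 2422 of them higher in bladder and 1828 lower. In tracheal cells 3767 genes differed (2055 higher, 1712 lower), in thymic cells 3048 (1661 higher, 1387 lower) and in vaginal cells 2469 (1317 higher, 1152 lower). In the 2nd round, against recovered whisker cells, 2674 genes differed in bladder (1798 higher, 876 lower), 2534 in trachea (1308 higher, 1226 lower), 2216 in thymus (1390 higher, 826 lower) and 1581 in vagina (756 higher, 825 lower). The genes that differed in all 4 tissues numbered 1114 in the 1st round, of which 560 were higher in every tissue, 470 lower in every tissue and 84 mixed. In the 2nd round they numbered 470, with 251 higher, 151 lower and 68 mixed. In both rounds 266 genes were called in all 4 tissues, 225 of them in the same direction throughout.

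A threshold of 2 on the log2 fold change, which is 1 of the wordings in the methods paragraph, changed these numbers most. It left 500 common genes in the 1st round and 172 in the 2nd. With the replicate number of the labels as a replicate block, the common genes numbered 1134 and 480. The pairing is taken from the labels. The deviations of same-numbered samples from their group means correlated across genes with r between -0.123 and 0.240 (median 0.019) over the 45 pairs of groups, and the lowest value was that of bladder and whisker cells in the 1st round, where a block that crossed the numbers, in a fit of those 4 samples, called 4134 genes. When the 2nd round cells were compared with 1st round whisker cells, a choice made after the values had been seen, 2763 genes differed in bladder, 2762 in trachea, 2225 in thymus and 2130 in vagina, and 601 genes were common to the 4 tissues.

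Symbols were known for 172 of the 225 genes. Among them the highest mean log2 fold changes over the 8 comparisons were those of Krt8 (9.22, between 5.16 and 11.05), Gstt3 (9.00, between 7.78 and 10.46) and Krt4 (8.25, between 4.83 and 10.77). The lowest were those of Tfap2b (-9.19, between -11.19 and -2.55), Nfasc (-7.53, between -9.51 and -6.18) and Sdr16c6 (-7.06, between -9.34 and -3.76). Tfap2b had 0 reads in recovered bladder, recovered trachea and 1st round thymus. Sdr16c6 had 0 reads in 1st round bladder, thymus and trachea and in recovered trachea. Gstt3 had 5 reads in the 2 recovered whisker samples together, and its mean there (0.107 CPM) lay below the level of 3 counts. Krt8 had 9 reads in the same samples. The size and order of the means that rest on these groups are not shown at this depth. The largest limma adjusted p value among these 6 genes was 0.0104, for Krt4 in recovered vaginal cells. Krt8 belongs to a family of similar genes, among which reads could be shared.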

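For each pair of tissues, the called genes of the 1st round shared by both lists were compared with the number expected if the lists were drawn independently from the 13302 genes tested. Bladder and trachea shared 2864 genes against 1204 expected, a ratio of 2.38. The lowest ratio of the 6 pairs was 2.11, for bladder and thymus (2056 genes against 974 expected), and the highest was 2.86, for vagina and thymus (1618 against 566). In the 2nd round the lowest ratio was 2.74, for bladder and trachea (1395 genes against 509 expected), and the highest was 3.50, for trachea and vagina (1054 against 301). The logarithm to base 10 of the one-sided hypergeometric p value was -432 or lower in the 1st round and -241 or lower in the 2nd. Of the shared genes, between 89.4% and 98.0% changed in the same direction in the 1st round and between 81.6% and 93.8% in the 2nd. All pairs share the same 2 whisker samples as reference, so the lists are not independent measurements.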

Significance of overlapping genes between comparisons was tested pairwise using the hypergeometric distribution (phyper function in R) and was close to zero in all cases, indicating that the observed overlaps were significantly higher than expected by chance. The results of the hypergeometric test are provided in Supplementary Tables 4 and 5. 

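Of the Wnt pathway genes named in Fig. 3, Wnt3 (ENSRNOG00000003845) and Dkk3 (ENSRNOG00000016343) were paired with their identifiers, and the others are not analysed here. Wnt3 was at 1.14 ± 0.216 CPM (SD, n = 2) in 1st round whisker cells and between 0.041 and 0.384 CPM in the 1st round cells of the 4 other tissues. Its log2 fold change against whisker cells was -3.89 in bladder (SE 0.58, limma adjusted p = 1.6e-05), -3.31 in trachea, -1.52 in vagina and -4.68 in thymus, with all 4 called. In the 1st round the 2 samples together held 3 reads of Wnt3 in bladder (0.059 CPM), 2 in thymus (0.041 CPM) and 5 in trachea (0.098 CPM), so in these tissues its mean lay below the level of 3 counts and the size of the fold changes that rest on it is not shown at this depth. After transplantation Wnt3 rose on the log2 scale by 1.79 in bladder (limma adjusted p = 0.027), by 2.03 in thymus (limma adjusted p = 0.030), by 1.50 in trachea (limma adjusted p = 0.052), and changed by -0.38 in vagina (limma adjusted p = 0.58). Tested directly, the change in trachea was not shown to differ from that in bladder (-0.30, limma adjusted p = 0.83), thymus (-0.53, limma adjusted p = 0.68) or vagina (1.87, limma adjusted p = 0.060). In recovered whisker cells Wnt3 was at 0.437 ± 0.098 CPM (SD, n = 2), lower than before transplantation by a log2 fold change of -1.36 (SE 0.40, limma adjusted p = 0.021). Against these cells, the log2 fold change was -0.74 in bladder, -0.46 in trachea and -0.54 in vagina, none of them called, and -1.30 in thymus (SE 0.52, limma adjusted p = 0.047). The thymus call was lost with the DESeq2 Wald test (-1.36), without the low-count filter (-1.28) and in a fit of only the 4 samples compared (-1.29). Against 1st round whisker cells, a reference chosen after the values had been seen, the 3 other log2 fold changes were -2.09, -1.81 and -1.90 and were called.

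Dkk3 was at 0.021 ± 0.029 CPM (SD, n = 2) in 1st round whisker cells, below the level of 3 counts, and between 2.59 and 4.93 CPM in the 4 other tissues. Its log2 fold change against whisker cells was between 6.04 (vagina, SE 1.01, limma adjusted p = 9.7e-05) and 6.98 (trachea) in the 1st round, and between 2.35 (trachea, SE 0.95, limma adjusted p = 0.045) and 4.50 (bladder) in the 2nd. After transplantation it fell in trachea by 3.52 on the log2 scale (limma adjusted p = 6.9e-05), in thymus by 1.47 and in bladder by 1.33, while in vagina the change of -0.52 was within the error (adjusted p = 0.31). Its change in trachea differed from that in vagina (-3.00, limma adjusted p = 0.0017), bladder (-2.19, limma adjusted p = 0.016) and thymus (-2.05, limma adjusted p = 0.025).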

Although our experiments did not formally identify those signaling pathways involved in the overriding of lineage restriction in non-hairy Tp63-expressing cells, our global transcriptional analysis and qPCR analysis of *Wnt5a*, *Wnt3*, *Wnt3a*, *Wnt10a*, *Dkk1,* and *Dkk3* expression strongly pointed to the Wnt/β-catenin/Lef-1 and Notch pathways (Fig. 3d, e). This is not surprising as there is compiling evidence that the Wnt/β-catenin/Lef-1 signaling pathway is determinant for hair follicle morphogenesis^40,41^ and hair follicle neogenesis^19^, and for the formation of hair follicles in the cornea of mice deficient for DKK2^16^. Furthermore, there is also evidence that a deficient Notch 1 pathway favors the conversion of the corneal epithelium into epidermis in mice^17^.

**Fig. 3:**
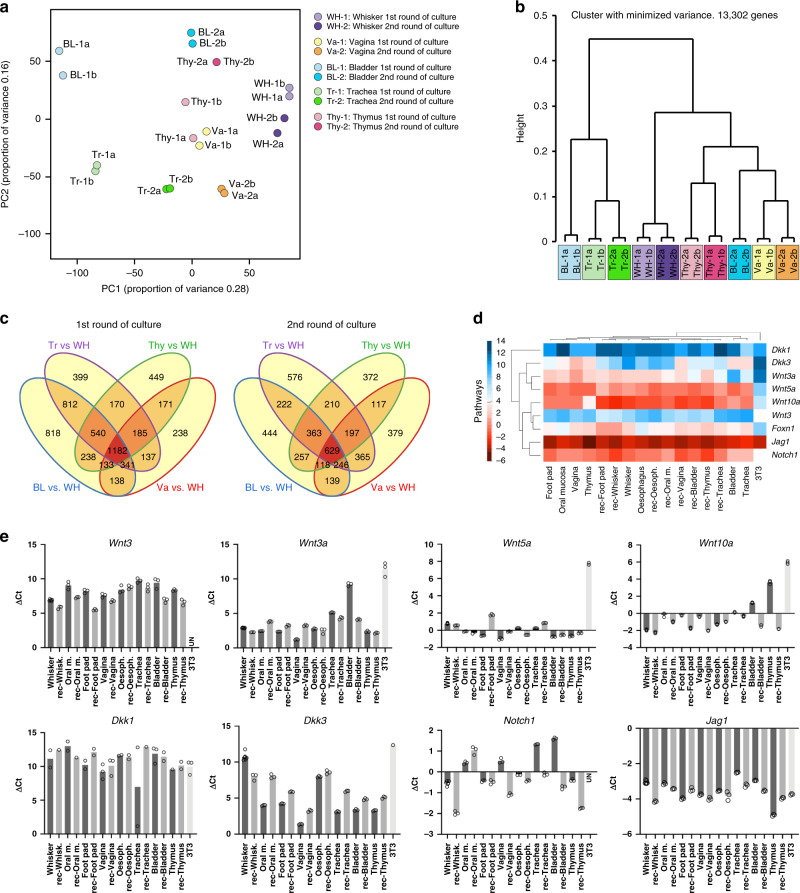
Gene expression analysis of Tp63-expressing epithelial stem cells before and after skin transplantation. A RNA-Seq analysis was performed on epithelial stem cells cultured from whisker hair follicle (WH), vagina (Va), thymus (Thy), bladder (dome) (BL), and trachea (Tr) before they were transplanted into a newborn mouse skin microenvironment (1st round) and after they were recovered from the transplants (2nd round recovered). Cells were FACS sorted on EGFP expression before total RNA was extracted. **a** Principal component analysis (PCA) of the full transcriptomes. **b** Expression clustering analysis. **c** Venn diagram showing the number of up- and downregulated genes, fold-change >2, adjusted *p* value < 0.05 for each tissue in comparison with hair follicle adjusted *p* value < 0.05. **d** Heat map for the expression of some representative genes of different pathways important for hair follicle development and signaling. **e** Dot plot showing the expression of several genes of the Wnt and Notch signaling pathways in epithelial cells cultured before and after transplantation (1st and 2nd rounds of culture), determined by qPCR analysis. Housekeeping genes were used as normalizer (*TBP*, *SDHA,* and *Tubb*). Mean of 3–9 technical replicates with individual data represented by empty circles. Rec: recovered cells, 2nd round of culture.

### Squamous epithelia have intrinsic skin-forming ability

To investigate if the skin-forming capability of non-skin epithelia observed in our previous experiments was acquired through cell culture, small biopsies of tissues lined by squamous (e.g., conjunctiva, cornea, footpad, esophagus), pseudostratified (trachea), transitional (bladder), and simple epithelia (gut) were obtained from adult Rosa26 mice (B6;129S-*Gt(ROSA)26Sor*/J). These biopsies were then transplanted together with tiny pieces of charcoal directly onto the backskin of newborn mice, at the time when hair follicles were still being formed^20^. After 4 days, the pups were killed and the zone of the skin containing a transplant, identified by the presence of charcoal, were carefully dissected out and grafted in toto onto the back of individual athymic mice (Fig. 4a). Transplants were harvested after a few weeks and examined for the presence of β-galactosidase-positive cells in hair follicles, epidermis, and sebaceous glands. We performed over 200 transplantations, the results of which are summarized in Supplementary Table 6. First, we demonstrated that corneal cells were able to form epidermis, hair follicles, and sebaceous glands confirming previous results obtained by short-term recombination of an adult central corneal rabbit epithelium with an embryonic mouse dermis^15^. Most importantly, corneal epithelial cells contributed to the formation of a new hair germ during hair cycle, thus demonstrating that they behaved like bona fide multipotent stem cells of the hair follicle (Fig. 4b). Interestingly, β-galactosidase-positive corneal mesenchymal cells (keratocytes) were never observed after transplantation and the dermal papilla was always from the recipient mouse (Fig. 4b). Second, we demonstrated that all squamous epithelia, isolated from any tissues, independently of their embryonic origin, behaved similarly and formed hair follicles, epidermis, and sebaceous glands. However, the trachea, the bladder and the thymus did not respond to skin morphogenetic signals nor did the gut (Fig. 4b, Supplementary Table 6). Although a technical issue could not formally be ruled out as a reason for the unresponsiveness of the latter epithelia, our results strongly supported the notion that stem cells of squamous epithelia stem cells have a natural competence to respond to skin morphogenetic signals. These data could explain why aberrant hair follicles and dermoid cysts are mostly observed in tissues lined by a squamous epithelium (Supplementary Table 2).

**Fig. 4:**
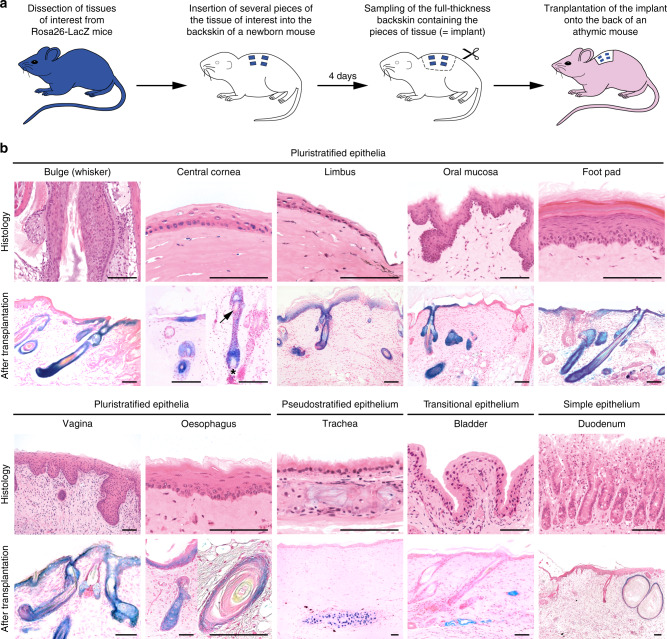
Stem cells from squamous epithelia have innate skin competence. **a** Schematic representation of an experiment to determine the hair-forming ability of a non-hairy epithelial tissue. A total of 204 mice were transplanted with various β-galactosidase-expressing epithelial tissues. For each tissue, the number of transplanted mice and the number of positive transplants are given in Supplementary Table 6. **b** Microscopic appearance of the different tissues before transplantation and after transplantation into a newborn wild type mouse skin microenvironment. Donor tissue expressing β-galactosidase: blue; X-gal staining; recipient newborn mouse tissue: pink; Nuclear Fast Red. The arrow points to a club hair in a hair follicle generated from cornea; the presence of a club hair indicates that the hair follicle has cycled. The star shows a pink follicular papilla, hence indicating that it has originated from the mesenchyme of the recipient mouse skin. Bars: 100 μm.

### Transplanted Tp63-expressing epithelial cells have a memory of their origin

The transplantation of autologous stem/progenitor epithelial cells cultured from human oral mucosa to repair invalidating corneal deficiencies addresses the fundamental question of stem cell memory, transdifferentiation, and plasticity^42,43^. Our transcriptional analysis also suggests that Tp63-expressing stem cells from non-hairy tissues could be easily differentiated from cultured hair follicle multipotent stem cells by the expression of specific transcription factors. For instance, *Nkx2-1* was expressed in tracheal cells, *Foxa1* in bladder cells and *Foxg1* in thymic epithelial cells but not in hair follicle multipotent stem cells. These transcription factors remained expressed in cells recovered after skin transplantation, thus identifying the recovered cells as not from hair follicle origin (Fig. 5a). 

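Foxa1 (ENSRNOG00000009284) was at 101.2 ± 38.0 CPM (SD, n = 2) in 1st round bladder cells, with 128.0 and 74.3 CPM in the 2 samples. It was at 0.021 ± 0.029 CPM in 1st round whisker cells, where it lies below the smallest level the depth can show. Its log2 fold change in bladder against whisker cells was 11.30 (SE 1.29, limma adjusted p = 8.8e-07), between 10.61 and 12.03 with each replicate left out in turn. Foxa1 was also called in the other tissues, at 19.5 ± 0.54 CPM in trachea (log2 fold change 8.98), 3.60 ± 0.23 CPM in vagina (6.54) and 3.02 ± 0.12 CPM in thymus (6.29). Its level in bladder exceeded that in each of these tissues by more than the spread between samples. Nkx2-1 is not analysed here, because the tables used do not pair its name with an identifier.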

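In recovered bladder cells Foxa1 was at 51.8 ± 1.04 CPM (SD, n = 2) and in recovered whisker cells at 0.169 ± 0.11 CPM, a log2 fold change of 8.19 (SE 0.88, limma adjusted p = 9.8e-07), between 7.60 and 8.81 with each replicate left out in turn. Compared with 1st round bladder cells, Foxa1 changed by -0.92 on the log2 scale after transplantation (SE 0.17, limma adjusted p = 1.8e-04), which is less than the 2-fold threshold. In vagina it fell by 1.62 (SE 0.53, limma adjusted p = 0.024), which was called, and it changed by -0.76 in trachea (limma adjusted p = 0.015) and 0.61 in thymus (limma adjusted p = 0.21), which were not. In recovered trachea, vagina and thymus the log2 fold change of Foxa1 against recovered whisker cells was 6.02, 2.73 and 4.71, each called. Against 1st round whisker cells, a reference chosen after the values had been seen, it was 10.39 in recovered bladder, 8.22 in trachea, 4.92 in vagina and 6.91 in thymus. From the expression of these factors in the recovered cells (Fig. 5a), the paper concludes that the recovered cells were not of hair follicle origin.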

In that regard, the expression of *Foxg1* was particularly informative as it was absolutely specific for thymic epithelial cells to the opposite of *Foxn1* that was expressed in many other Tp63-expressing stem cells, including hair follicle multipotent stem cells. Hence, we examined the pattern of expression of cytokeratin 4 (CK-4), an intermediate filament protein that is expressed in some squamous epithelia, e.g., the oral mucosa, the vagina and the esophagus, but not in hairy skin or in cultured multipotent hair follicle stem cells. CK-4 expression was readily detectable in cultured epithelial stem cells isolated from vagina, oral mucosa and esophagus, but CK-4 became undetectable after the cells were transplanted into newborn mouse skin. CK-4 expression was again readily detectable in stem cells recovered from transplants, but not in the second round of transplantation (Fig. 5b). A similar pattern was observed with the expression of CK-8/18 in bladder (trigone and dome) (Fig. 5c). These results together with that of the global transcriptional analysis (Supplementary Data 2) demonstrated that the cells maintain a “memory” of their tissue of origin and kept expressing genes of their pre-existing program, despite functioning like bona fide hair follicle multipotent stem cells in skin transplantation assays. 

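Of the 2422 genes that were higher in bladder than in whisker cells before transplantation, 1247 (51.5%) were also higher in recovered bladder cells than in recovered whisker cells, where 13.5% of all 13302 genes were higher. In trachea 981 of 2055 genes (47.7%) were kept in this way, in thymus 724 of 1661 (43.6%) and in vagina 435 of 1317 (33.0%). The share of all genes that were higher in the recovered cells was 9.83% in trachea, 10.4% in thymus and 5.68% in vagina. Between 37 and 59 genes per tissue went from higher to lower than whisker. Across genes, which are not independent replicates, the log2 fold changes of the 2 rounds correlated with r = 0.68 in bladder, 0.76 in trachea, 0.58 in vagina and 0.54 in thymus. The alternative that moved the number of kept genes most was a threshold of 2 on the log2 fold change, with 701 genes in bladder, 499 in trachea, 401 in thymus and 225 in vagina. Against 1st round whisker cells, chosen after the values had been seen, the kept genes numbered 1301 in bladder, 1101 in trachea, 862 in thymus and 607 in vagina. Counting kept genes was itself a choice made after the values had been seen, and the paper gives no such count. The reference was a whisker clone before transplantation and a subclone after it. A gene low in both can therefore count as kept in every tissue, and 133 genes were higher than whisker in every tissue in both rounds. The kept shares and r thus cannot tell a memory of the tissue of origin from features of these whisker cells. From the staining of CK-4 and CK-8/18 and the global transcriptional analysis in Supplementary Data 2, the paper concludes that the cells keep a memory of their tissue of origin.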

Previous reports had indicated that human cultured keratinocytes from the sole of the foot or palm of the hand^44,45^ or the oral mucosa^43^ also retained their phenotype of origin. However, in the latter reports, the original phenotype was masked in culture and revealed only after the cells were transplanted in vivo, a difference to our observations in which the original phenotype was unmasked in culture but masked after transplantation. Varying niches (newborn versus adult; healthy versus diseased) could explain this discrepancy.

**Fig. 5:**
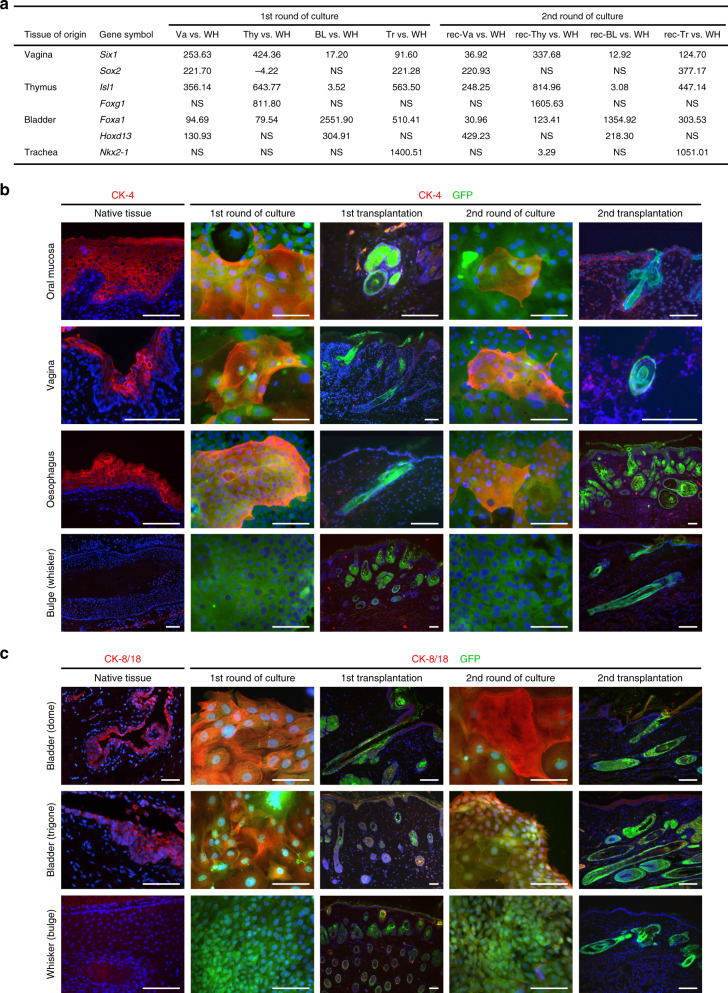
Transplanted Tp63-expressing epithelial stem cells have a memory of their origin. **a** RNA-Seq expression of tissue-related transcription factors for vagina, thymus, bladder, and trachea compared with hair follicle multipotent stem cells before the cells were transplanted into a newborn wild type mouse skin microenvironment (1st round) and after they were recovered from the transplants (2nd round rec); down- and upregulated genes, fold-change >2, adjusted *p* value < 0.05, NS: non significant. Note that the expression of these transcription factors is maintained in the 2nd round of culture after the cells have been recovered months after their transplantation. **b** Immunostaining of CK-4 (cytokeratin 4, red) and EGFP (green) in oral mucosa, esophageal, and vaginal cells; two independent experiments Oral mucosa: day 100 (1st and 2nd transplantations); vagina: day 84 and 100 (1st and 2nd transplantations); esophagus: day 99 and 100 (1st and 2nd transplantations); whisker: day 100 and 385 (1st and 2nd transplantation). Nuclei (blue) were counterstained with Hoechst 33342. Bars: 100 μm. **c** Immunostaining of CK-8/18 (red) and EGFP (green) in bladder cells; two independent experiments. Bladder (dome): day 238 and 102 (1st and 2nd transplantations); bladder (trigone): day 238 and 85 (1st and 2nd transplantations); whisker: day 236 and 385 (1st and 2nd transplantations). Bars: 100 μm. Note that the CK-4 or 8/18 keratins are expressed in culture but not in the transplants. Note that the EGFP cells recovered from the transplants re-express CK-4 or CK-8/18 when cultured. Nuclei (blue) were counterstained with Hoechst 33342.

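Of the transcription factors in Fig. 5a, Isl1 (ENSRNOG00000012556) was also measured. It was not detected in 1st round whisker cells and was at 14.2 ± 1.12 CPM in 1st round thymus, 12.4 ± 0.38 CPM in trachea and 7.84 ± 0.32 CPM in vagina. After transplantation it was at 18.0 ± 1.11 CPM in thymus, 9.86 ± 0.80 CPM in trachea and 5.49 ± 0.77 CPM in vagina, with log2 fold changes of 8.92, 8.07 and 7.20 against recovered whisker cells. Against 1st round whisker cells, chosen after the values had been seen, they were 9.67, 8.81 and 7.94. In bladder Isl1 stayed below the smallest level the depth can show in both rounds. Its 1st round log2 fold change there of 1.83 (SE 0.79, limma adjusted p = 0.048) was not called by edgeR's quasi-likelihood test, the DESeq2 Wald test or a fit of only the 4 samples compared, and in the 2nd round (0.87) it was not called.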

## Discussion

Our experiments demonstrate that Tp63-expressing epithelial stem cells of non-hairy tissues and of different embryonic origin (e.g., that of cornea, esophagus, vagina, thymus, bladder, and prostate) can cross lineage boundaries when exposed to a different microenvironment (niche). In response to skin morphogenetic signals, these non-hairy unipotent/oligopotent epithelial stem cells contribute to the formation and renewal of hair follicles, sebaceous glands and epidermis for months, thus behaving like bona fide multipotent stem cells of hair skin.

Tp63-expressing epithelial stem cells can be subdivided in three groups on the basis of their response to skin morphogenetic signals. First, cells from squamous epithelia (e.g., the cornea and the conjunctiva, the epithelium lining the oral cavity, the esophagus, the vagina) can behave like bona fide hair follicle multipotent stem cells in absence of cell culture or manipulation. Second, cells from pseudostratified columnar (prostate), transitional epithelia (bladder) or thymus can also generate epidermal appendages but only after being primed by cell culture. Third, cells from trachea are the most restricted and can only form an epidermis-like epithelium (squamous metaplasia) and only after being stressed by cell culture (Fig. 6a, b). Our experiments also demonstrate that lineage restriction is not immutable and support the notion that Tp63 confers stem cells, independently of their embryonic origin, a latent hair skin competence that can be unmasked by cell culture and exposure to the microenvironment provided by a newborn hairy skin niche. The increase in competence from oligopotency to multipotency in response to a substantial change in the microenvironment (non-hairy to hairy) while maintaining the pre-existing expression of important developmentally regulated genes (e.g., *Foxg1* in thymus or *Foxa1* in bladder) is supportive of multilineage priming rather than reprogramming^46,47^. Hence, the key for maintenance of the functional specificity of adult Tp63-expressing stem cells resides in the microenvironment provided by stromal/mesenchymal cells as suggested by seminal mesenchymal–epithelial recombination experiments^48,49^ or transplantation of sweat gland epithelial progenitors into a hormonally induced mammary gland microenvironment during pregnancy and lactation^50^. Current assays are not discriminative enough to unravel the diversity of the mesenchyme as they mostly investigate the capacity of the mesenchymal cells to embark into the adipocyte, chondrocyte, and bone lineages^51^. Challenging various Tp63-expressing epithelial stem cells with an array of signaling or small molecules, e.g., in high-throughput assays, may greatly facilitate the search for conditions important for the establishment and maintenance of a specific epithelial competence. Nevertheless, our transcriptional analysis supports the notion that the response of non-hairy Tp63-expressing epithelial cells to a newborn skin microenvironment involves the Wnt/β-catenin/Lef-1 signaling, a pathway of paramount importance for hair follicle morphogenesis^40,41,52–54^ and neogenesis^19^. The involvement of Wnt signaling is further supported by pilot experiments showing that EGFP-positive oral mucosal or hair follicle multipotent stem cells do not form hair follicles when transplanted into Lef-1 deficient mice newborn skin (B6-Lef1^tm1Rug40^). In conclusion, our results demonstrate that lineage restriction is not immutable and support the notion that all Tp63-expressing epithelial stem cells (e.g., from cornea, esophagus, thymus, bladder, and prostate), have latent skin competence that can be unmasked by exposition to a newborn hairy skin niche. They also explain why aberrant hair follicles are sometimes observed in non-skin tissues in human and point to alternate sources of epithelial stem cells for reconstruction of hairy skin.

**Fig. 6:**
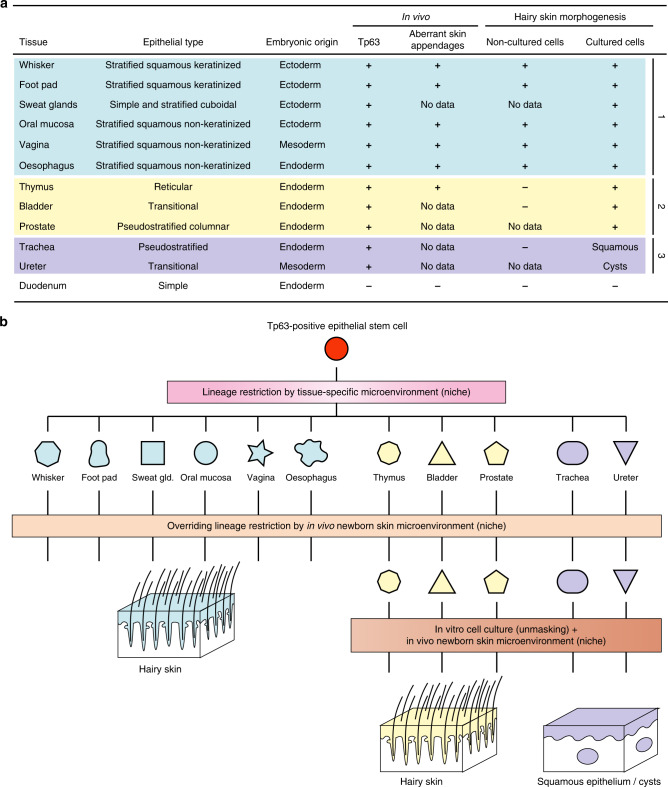
Tp63-expressing epithelial stem cells can cross lineage boundaries when exposed to a hairy skin microenvironment. **a** Tp63-expressing epithelial stem cells can be classified in three groups depending on their response to skin morphogenetic signals. This response is independent of the embryonic origin. Group 1 includes stem cells that can behave like bona fide hair follicle multipotent stem cells in absence of manipulation (cell culture). This may explain why the formation of aberrant hair follicles and of dermoid cysts is mostly observed in tissues lined by a squamous epithelium. Group 2 includes stem cells that can generate epidermal appendages but only after cell culture (needs unmasking). Group 3 includes stem cells that can only form an epidermis-like squamous epithelium (squamous metaplasia) in response to cell culture. **b** A microenvironment specific for each tissue determines the fate of a Tp63-expressing epithelial stem cell and it can be overridden by a hairy skin microenvironment.

## Methods

### Animals

Experimentations on animals were authorized by the Veterinary Commission of the Canton de Vaud (SCAV, Switzerland) (authorizations #1525, 1790, 2369, 2370, 2855, and 3294) and performed according to the Swiss legislation and the European Community Council Directive (86/609/EEC). Rats constitutively expressing Enhanced Green Fluorescent Protein (SD-Tg(CAG-EGFP)4 Osb) were from Japan SLC (Hamamatsu, Japan)^55^. Athymic (Swiss Nude^−/−^) and OF1 mice were from Charles River Breeding Laboratories (Les Oncins, France). Rosa26 (B6;129S-*Gt(ROSA)26Sor*/J); JAX 002073^56^ and Lgr5-EGFP (B6.129P2-*Lgr5*^*tm1(cre/ERT2)Cle*^/J); JAX 008875^57^ mice were from the Jackson Laboratories (USA). DsRed (B6.Cg-Tg(CAG-DsRed*MST)1Nagy/J), JAX 006051^58^ mice were a kind gift from Cathrin Brisken (EPFL). B6-Lef1^tm1Rug40^ mice were a generous gift from Rudolf Grosschedl, Max Planck Institute for Immunology and Epigenetics, Freiburg, Germany. Mice and rats were bred and maintained in a relative humidity 30–50%, 23 ± 2 °C, and in 12 h dark/light cycles with ad libitum water and food at the CHUV and EPFL SPF (Specific Pathogen Free) and Conventional animal facilities. Males and females were used, except for transplantations that were performed onto female nude mice. Adult mice were killed by an intraperitoneal injection of pentobarbital and rats by CO_2_ asphyxiation; OF1 and Lef1 pups (<postnatal day 5; PN5) were decapitated.

### Tissue dissection and cell dissociation

All tissues were dissected in cold Dulbecco Modified Eagle’s Medium (DMEM, Gibco-Invitrogen). Tissues other than gut were obtained from EGFP rats at postnatal ages PN9 (sweat gland), PN57 (whisker bulge), PN200 (oral mucosa, footpad, vagina, trachea, esophagus) and PN201 (dome and trigone of bladder, prostate, and ureter) and were dissociated at 37 °C in a solution of 0.05% trypsin (MP Biomedicals, Inc.) – 0.1% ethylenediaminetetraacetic acid (EDTA) (Sigma). OF1 and Lef1 mouse backskin were from pups (PN0-2), whereas Rosa26-lacZ tissues were obtained from adult mice adult mice (>PN21). Duodenal crypts were obtained from Lgr5-EGFP or DsRed adult mice (>PN21). After cleaning the duodenum with cold 1× Dulbecco-PBS medium (Gibco), crypts were isolated by a 20 mM EDTA treatment and filtration through a 70 μm cell-strainer (Beckton Dickinson). Crypts were then digested with a solution containing TrypLE (Life Technologies), 500 μM *N*-acetyl-l-cysteine (Sigma Aldrich), 10 mM Rho kinase, 1 mg mL^−1^ DNaseI (Roche). Lgr5-EGFP cells were then sorted with an Aria-2 FACS sorter (Beckton Dickinson).

### Cell culture

Mouse embryonic 3T3-J2 fibroblasts, a generous gift from Howard Green (Harvard Medical School, USA), were cultured in DMEM supplemented with 10% calf serum (Sigma) and lethally irradiated at 60 Gy before they were used as feeders^59^. Rat epithelial cells were cultivated on a feeder layer of lethally irradiated 3T3-J2 cells in a 3:1 mixture of DMEM and Ham’s F12, (Gibco-Invitrogen), supplemented by 10% fetal calf serum (FCS, Gibco), 10^−6^ M cholera toxin (Sigma), 2.10^−9^ M 3,3′,5-triiodo-l-thyronin (T3) (Sigma), 5 μg mL^−1^ insulin (Sigma) and 0.4 μg mL^−1^ hydrocortisone (Calbiochem)^20,21^. Cells were fed every 3–4 days and 1 ng mL^−1^ of human recombinant EGF (QED Biosciences) was added at the first feeding. Cells were then serially passaged once a week. Single-cell isolation was performed under a Zeiss inverted microscope with a ×10 phase objective under laminar flow hood. Single cells were individually aspirated into a sterile elongated Pasteur pipet and inoculated into individual culture dishes already containing lethally irradiated 3T3-J2 cells^60^. Cells were then cultured as above; clones were passaged after 7–10 days and expanded. Mouse crypt cells were cultured according to Sato’s protocol^26^. In brief, dissociated cells were suspended in Matrigel (BD Bioscience) and cultured in a crypt medium containing 1× Glutamax (Invitrogen), 10 mM HEPES (Gibco), 1× penicillin–streptomycin (Invitrogen), 1× B-27 (Invitrogen), 1× N-2 supplement (Invitrogen), 1.25 mM *N*-acetyl-l-cysteine (Sigma Aldrich), 50 ng mL^−1^ EGF (QED Bioscience), 100 ng mL^−1^ Murine Noggin (Peprotech), 1 μg mL^−1^ Recombinant Mouse R-spondin1 (R&D Systems) and 10 μM Y-27632 (Calbiochem) in Advanced DMEM-F12 (Invitrogen). After 7 days in culture, crypts were dissociated into a single-cell suspension with a 0.05% trypsin–0.1% EDTA solution before being transplanted.

### Karyotype and FISH

Chrombios GmbH (Raubling, Germany) performed the karyotype and FISH analyses. Cells were cultured as described above for 5 days before they were incubated with 0.2 μg mL^−1^ colcemide for 6 h. Cells were then dissociated, treated with 75 mM KCl and fixated with a 3:1 acetone–methanol solution at −20 °C. For karyotype and chromosome counting, slides were stained with DAPI and analyzed with a Zeiss Axioplan II microscope equipped with a b/w CCD camera. Images were snapped using the Smartcapture VP software (Digital Scientific, Cambridge, UK). The image processing software Quips (Vysis, USA) was used for reversed DAPI banding. For FISH analysis, rat genomic DNA was labeled by DOP-PCR with FITC-dUTP (green) and mouse satellite DNA with TAMRA-dUTP (red) or inversely. Analysis and superposition were done with the SmartCapture VP software (Digital Scientific, Cambridge).

### Transplantation

Non-cultured epithelial tissues were transplanted according to our published protocol^20^. In brief, small full-thickness biopsies of the epithelial tissues of interest were obtained from Rosa26 adult mice and implanted onto the backskin of OF1 mice (PN0-PN2). Sterile charcoal was placed next to the transplant to facilitate its future localization. After 3–4 days, OF1 the pups were killed and the area of skin containing a graft identified by the presence of charcoal was dissected and transplanted in toto onto the back of adult athymic mice. Transplants were harvested after 3–4 weeks and treated for histology.

Cultured epithelial cells or fresh gut cells were transplanted according to our published protocol^21^. In brief, a small piece of full-thickness skin was dissected from the back of OF1 newborn pups (PN0–PN1) and incubated in a 2% EDTA-1× PBS solution for 150 min at 37 °C and then washed in DMEM. The epidermis was then gently separated from dermis with a 30-gauge needle in two separate places to create small pockets. In total, 3 × 10^5^ to 5 × 10^5^ cells suspended in culture medium were then carefully injected in each pocket using a 30-gauge needle and allowed to attach for 1 h at room temperature and then maintained at 4 °C overnight. A skin flap was then made on the back of each recipient athymic mouse. Samples were then individually transplanted and stitched in place onto the back of athymic mice (one sample per mouse), with the dermis of the transplant facing the thoracic fascia of the athymic mouse. To prevent drying, transplants were then quickly covered with the flap which edges were carefully stitched with 6/0 sutures (Ethilon, Johnson and Johnson). After 2 weeks, the flap was opened and the transplant air exposed. Transplants were then kept in place for several months before they were harvested. Cultures were usually used between passage I to V, except for control bulge cells of the whisker (YR219P5cl7) that maintained a normal karyotype up to passage XI–XIV.

### Histological procedures

Cultured cells were grown on glass coverslips (Thermo Scientific) for 4–7 days before they were fixed with 4% paraformaldehyde or 3.7% formaldehyde depending on which antibody was later used. Biopsies or transplants were fixed with 4% paraformaldehyde or 3.7% formaldehyde before they were included in paraffin or cryopreserved. Five μm paraffin sections were performed using a Leica RM2265 microtome and were either stained with hematoxyline–eosin or used for immunohistochemistry. For frozen sections, unfixed tissues were first incubated in 30% sucrose in PBS 4 °C overnight, then embedded in optical coherence tomography compound (Sakura). Eight μm cryosections were then obtained on a Leica CM3000 cryostat and post-fixed with either 4% paraformaldehyde or 3.7% formaldehyde depending on which antibody was later used. To reveal β-galactosidase activity, transplants were fixed with 4% paraformaldehyde and incubated in X-Gal solution (4 mM potassium ferrocyanide, 4 mM potassium ferricyanide, 1 mg mL^−1^ X-GAL (Eurobio), 2 mM MgCl_2_ in PBS). Samples were then embedded in Historesin (Leica), 4 μm sections were obtained with a Leica 2065 microtome and nuclei were counterstained with Fast Red (C.I. no. 20760, Fluka). For immunochemistry, deparaffinized sections, cryosections, and fixed cultured cells were incubated with the primary antibodies of interest. Secondary antibodies were coupled with Alexa488 or Alexa568, before the nuclei were counterstained with Hoechst 33432 (Sigma). The different antibodies, their working dilutions and manufacturers are listed in Supplementary Table 7. Samples were then observed on a Zeiss Axioskop coupled to an Axiocam MRc camera or on a Zeiss Axioplan2 coupled to an Axiocam MRm camera. Alternatively, they were observed on an Axio Imager Z1 microscope coupled with an Axiocam 506 mono camera (Zeiss). Pictures were captured with the Zeiss Axiovision Release 4.6.3 or Zeiss Efficient Navigation software. The time of exposure was adjusted to have readable EGFP levels in hair follicles and consequently the high EGFP-expressing sebaceous glands were often overexposed. False colors were added on imaged captured in black and white with the ImageJ software. Hoechst intensity was normalized with Adobe Photoshop or ImageJ.

### Microarray analysis

A microarray analysis was performed on Tp63-expressing epithelial cells isolated from the whisker, footpad, oral mucosa, esophagus, vagina, trachea, and thymus of EGFP rats^55^. All cells were cultured in parallel and in duplicate before they were sorted on EGFP expression. Two sets of fluorescence-activated cell sorting (FACS)-sorted cells were used in the analysis; the first set consisted of cells cultured before they were transplanted into a newborn skin microenvironment (before transplantation), whereas the second set consisted of the same cells cultured after they were recovered from the transplants (after transplantation). Cells were dissociated with trypsin/EDTA, filtered through a 70 μm cell-strainer (Becton Dickinson), centrifuged before they were suspended in 1× HBSS—2% FCS—20 mM Hepes—2 μg mL^−1^ DAPI (Sigma). EGFP cells were then sorted using a FACS DIVA or Aria-2 (Becton Dickinson). Total RNA was then extracted from the sorted cells using the RNeasy Mini Kit (Qiagen) and the quality of the RNAs was measured using the Agilent Bioanalyzation system (Agilent Technologies). Quantitative analysis of RNA expression was then performed using Affymetrix gene chip cDNA microarrays (Affymetrix). cDNA synthesis, hybridization to the Affymetrix GeneChip Rat Expression Array 230 2.0 (31,042 gene-level probe sets) or Rat Gene ST 1.0 Array (27,342 gene-level probe sets) and analysis was performed by the Lausanne Genomic Technologies facility using standard protocols. *P* values were calculated using Bioconductor limma package^61^ to identify differentially expressed genes from each group and probe sets with a false discovery rate^62^, *p* values < 0.05 were considered significant. The results of the thymus analysis were published previously and could be found at the NCBI Gene Expression Omnibus public (http://www.ncbi.nlm.nih.gov/geo) database (series record GSE21686)^18^. The analysis and clustering were performed with a DNA-Chip Analyzer (dChip) software (http://biosun1.harvard.edu/~cli/dchip.exe). A dChip model-based expression with a “perfect-match only” approach was used. The list of all genes specifically upregulated in hair follicle versus all other non-transplanted tissues (fold-change = 1.5) was used to define a “hair follicle blueprint”. The expression of these “blueprint” genes was then analyzed in cells recovered after transplantation.

### RNA-Seq analysis

A RNA-Seq analysis was performed on Tp63-expressing epithelial cells isolated from whisker, bladder, vagina, trachea, and thymus from EGFP rats^55^. Thymic epithelial cells (PRP04MOThy1 and recovered PRP04MOThy1 #907) were from our frozen stock^18^. All cells were cultured in parallel before they were sorted on EGFP expression as described above in the microarray section. Two sets of FACS-sorted cells were used in the analysis (Supplementary Fig. 7); the first set consisted of cells cultured before they were transplanted into a newborn skin microenvironment (before transplantation), while the second set consisted of the same cells cultured after they were recovered from the transplants (after transplantation). Total RNA was extracted from the sorted cells using the RNA minikit (Qiagen), with addition of a DNaseI- treatment (RNase-Free DNase set, Qiagen), according to the manufacturer’s instructions. RNA quantification was performed using a nanodrop spectrophotometer (Thermofisher scientific). The Genomic Technologies Facility Platform (University of Lausanne, CH) performed the RNA-seq analysis. RNA quality was assessed using a Fragment Analyzer (Advanced Analytical Technologies). All RNAs had a RQN between 7.5 and 10. The two best samples were used for sequencing. RNA-seq libraries were prepared using 400 ng of total RNA and Illumina TruSeq Stranded mRNA reagents (Illumina), on a Sciclone liquid handling robot (PerkinElmer) using a PerkinElmer-developed automated script. The resulting libraries were used to generate clusters with the TruSeq SR Cluster Kit v4 (Illumina), and sequenced using an Illumina HiSeq 2500 sequencer with TruSeq SBS Kit v4 reagents. Sequencing data were processed using the Illumina Pipeline Software version 1.82. Purity-filtered reads were adapter- and quality-trimmed with Cutadapt (v.1.8)^63^. Reads matching to ribosomal RNA sequences were removed with Fastq_screen (v. 0.9.3) and remaining reads were further filtered for low complexity with Reaper (v. 15-065)^64^. *Rattus norvegicus* genome (Assembly, v. Rnor 6.0) and STAR (v. 2.5.2b)^65^ were used to aligned reads. The number of read counts per gene locus was summarized with Htseq-count (v. 0.6.1)^66^, with *R. norvegicus* gene annotation (Ensembl, v. Rnor 6.0.87). Quality of the RNA-seq data alignment was assessed using RSeQC (v. 2.3.7)^67^. Statistical gene analysis was performed in R (version 3.3.2). Genes with low counts were filtered out with a minimal threshold of one count per million (cpm) in at least one sample. Library sizes were scaled using TMM normalization (EdgeR package, v. 3.14.0)^68^ and log-transformed with Limma Voom (Limma package v. 3.28.21)^69^. Differential expression was analyzed with Limma^70^ and a moderated *t* test was applied for each comparison. Genes were computed by the Benjamini-Hochberg method, controlling for false discovery rate. Genes were selected as differentially expressed with a log2 Fold-change higher or lower than 2 and an adjusted *p* value < 0.05. Lists of genes were then compared and analyzed by Gorilla software (http://cbl-gorilla.cs.technion.ac.il). The significance of overlap between lists of differentially expressed genes (adjusted *p* value ≤ 0.05, absolute fold change ≥2) before transplantation and following transplantation was calculated using the hypergeometric distribution (phyper function in R). In brief, lists were compared pairwise by inputting the number of intersecting genes (i), number of genes in comparison 1 (m), the number of genes in comparison 2 (k) and the total number of expressed genes (*N*) into the phyper function in R and *p* values calculated for depletion and enrichment. Venn diagrams were created using the Vennerable package (version 3) in R.

### RT-qPCR

For quantitative RT-PCR, one μg of total RNA from FACS-sorted cultured cells was reverse transcribed using the superscript III reverse transcriptase kit (Invitrogen). Technical triplicates of cDNAs were amplified using the Taqman Universal Mastermix II, no UNG (Applied Biosystem) on a QuantStudio 6 Flex Real-Time PCR System (Thermofisher). Data analysis was performed using the Expression Suite Software (Applied Biosystems) using TBP, SDHA and Tubb as normalizers. ΔCt expression (Curve threshold of gene of interest−curve threshold of housekeeping genes) was reported in GraphPad Prism v7 and 8.4.3. Primers (Applied Biosystems) are listed in Supplementary Table 8.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

The data sets generated during the current study are available from the corresponding authors on reasonable request. The microarrays and RNA-Seq data are accessible from NCBI’s Gene Expression Omnibus (GEO accession numbers GSE116717 and GSE116719, respectively).

# Supplementary material for: Tp63-expressing adult epithelial stem cells cross lineages boundaries revealing latent hairy skin competence
**Source:** Nat Commun. 2020 Nov 6;11:5645. doi: 10.1038/s41467-020-19485-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

### **Tp63-Expressing Adult Epithelial Stem Cells Cross Lineages Boundaries Revealing Latent Hairy Skin Competence**

Claudinot et al.

Supplementary Figures 1 to 7

Supplementary Tables 1 to 8

Additional References

## Supplementary Figure 1

**a**

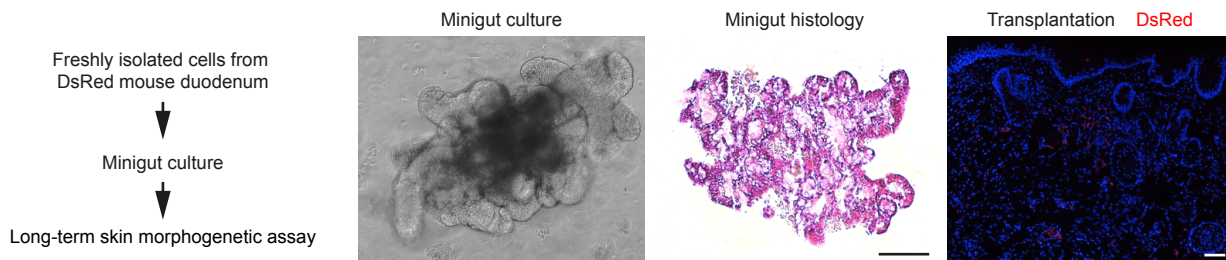

**b**

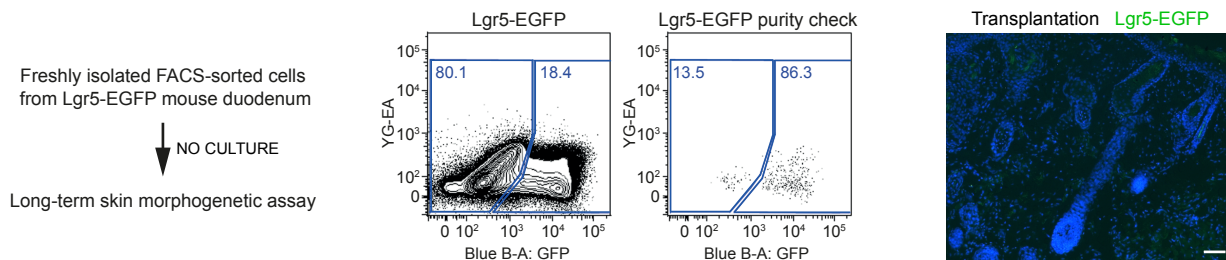

### Supplementary Figure 1. Stem cells from the duodenum of the mouse do not respond to a skin microenvironment.

**a** From left to right: schematic representation of the experimental design to assess the skin-forming ability of cells isolated from minigut cultures derived from epithelial cells isolated from the duodenum of B6.Cg-Tg(CAG-DsRed<sup>+</sup>MST)1Nagy/J mice; phase contrast microscopy of a minigut obtained from DsRed duodenal cells; histology of a minigut; no engraftment of the transplanted DsRed cells after 40 days of transplantation (DsRed immunocytochemistry); nuclei (blue) were counterstained with Hoechst 33342; n= 3 mice. **b** From left to right: schematic representation of the experimental design to assess the skin-forming ability of Lgr5-EGFP positive cells isolated from B6.129P2-Lgr5tm1(cre/ERT2)Cle/J mice; results of the FACS-sorting of the Lgr5-EGFP positive duodenal cells, Lgr5-EGFP purity check plot; no engraftment of the Lgr5-EGFP sorted cells after 39 days of transplantation (EGFP immunocytochemistry); nuclei (blue) were counterstained with Hoechst 33342; n= 8 mice. Bars: 100μm.

Supplementary Figure 2

**a**

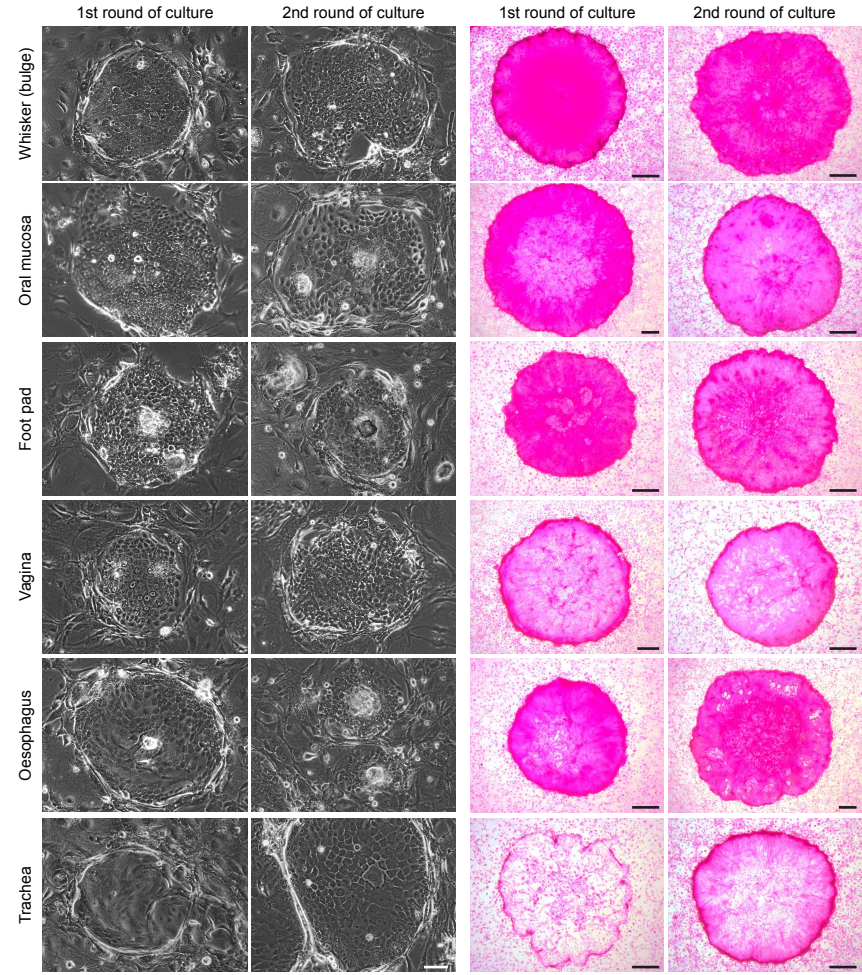

**b**

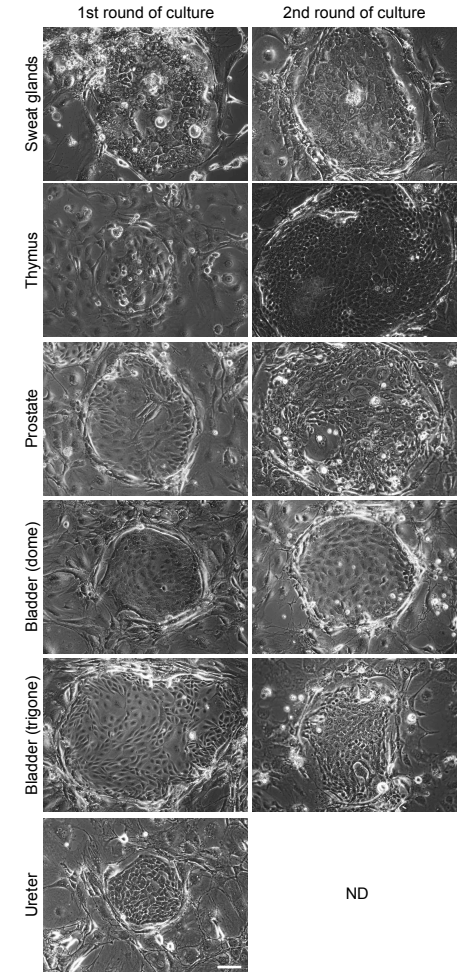

**Supplementary Figure 2. Appearance of colonies formed by Tp63-expressing epithelial stem cells.** Cells were cultured before their transplantation into a newborn mouse skin microenvironment (1st round of culture) and after recovery from the transplants (2nd round of culture); 4 independent experiments for each cell type. **a** Left panel: phase contrast microscopy of 3-8 days old progressively growing; bars: 100µm. Right panel: 10-12 days old colonies after formaldehyde fixation and Rhodamine B staining (red). Bars: 1mm. **b** Phase contrast microscopy of 3-8 days old progressively growing colonies formed by other Tp63-expressing epithelial stem cells. ND: no data. Bars: 100µm.

Supplementary Figure 3

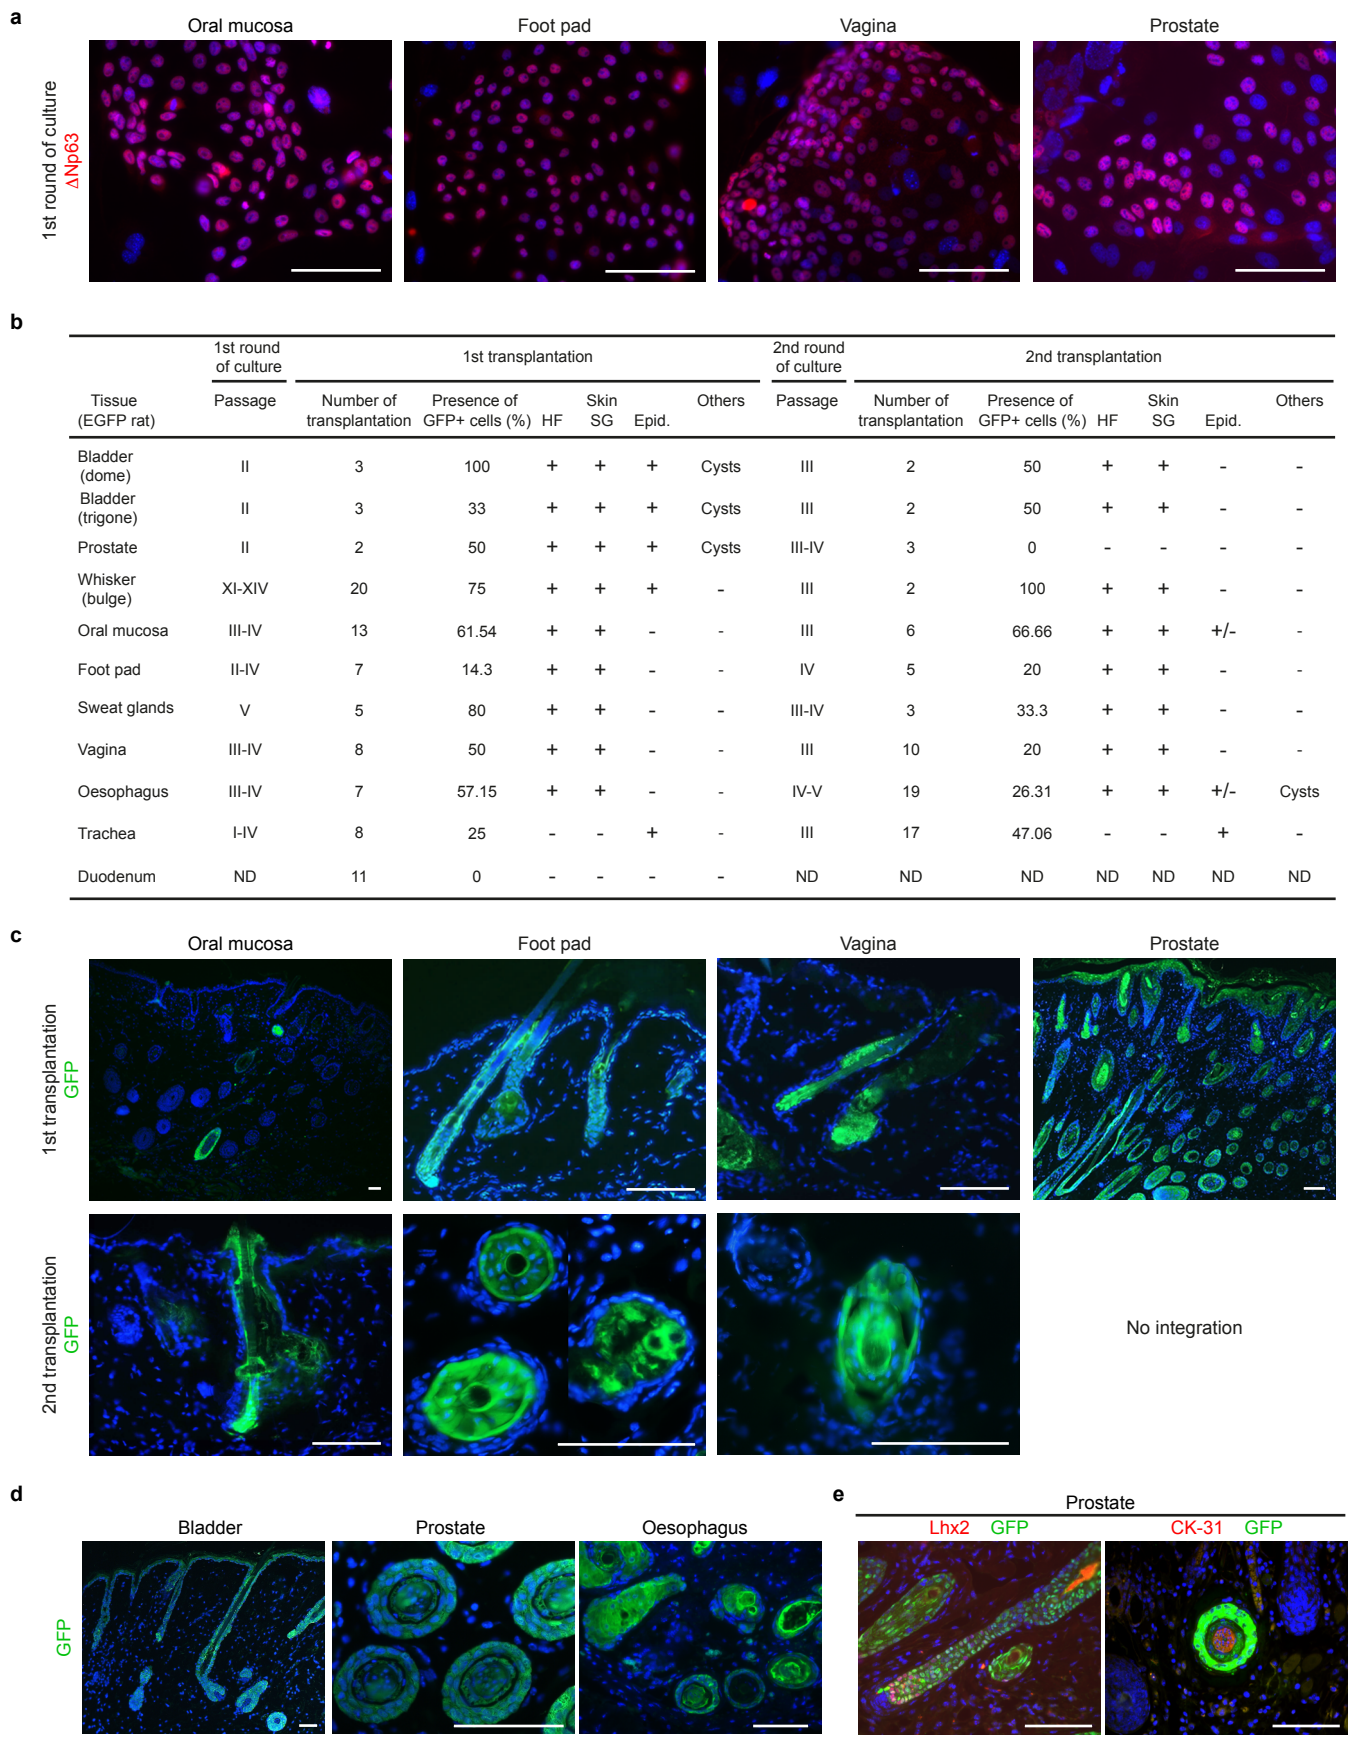

**Supplementary Figure 3. Skin forming-ability of Tp63-expressing cells.** **a** Representative experiment showing that cells isolated from various epithelial tissues expressed  $\Delta$ Np63 isoforms in culture (immunocytochemistry, red nuclear staining); nuclei (blue) were counterstained with Hoechst 33342; bars: 100 $\mu$ m. **b** Summary of all transplantation experiments. A schematic representation of the experimental design is shown in fig. 1a; HF: hair follicles, SG: sebaceous glands, Epid: epidermis, ND: no data. Participation of the transplanted cultured stem cells to the formation of hair follicles and sebaceous glands: + frequent, +/- rare, - none. **c** Presence of EGFP positive rat cells in hair follicles (EGFP immunocytochemistry). Upper panel: 1st transplantation; oral mucosa: day 100, n= 13 mice; footpad: day 99, n= 7 mice; vagina: day 84, n= 8 mice, prostate: day 103, n= 2 mice. Lower panel: 2nd transplantation; oral mucosa: day 100, n= 6 mice; footpad: day 113, n= 5 mice; vagina: day 99, n= 10 mice, prostate: no integration, n= 3 mice. Bars: 100 $\mu$ m. **d** Presence of EGFP positive rat cells in hair follicles; first transplantation: bladder (trigone): day 238, n= 3 mice; prostate: day 238, n= 2 mice; second transplantation: oesophagus: day 100, n= 19 mice. Bars: 100 $\mu$ m. **e** Representative immunohistochemistry showing co-expression of EGFP (green), LHX2 or CK-31 (red) in hair follicles formed by epithelial cells cultured from the prostate of an EGFP rat; first transplantation, day 103 (left) and day 238 (right). Nuclei (blue) were counterstained with Hoechst 33342. Bars: 100 $\mu$ m.

Supplementary Figure 4

a

| Tissue of interest     | Number of tested clones | Number of transplantations | Presence of transplanted cells (%) | Skin morphogenesis |    |       | Others |
|------------------------|-------------------------|----------------------------|------------------------------------|--------------------|----|-------|--------|
|                        |                         |                            |                                    | HF                 | SG | Epid. |        |
| Whisker (euploid)      | 17                      | 56                         | 60.71                              | +                  | +  | +     | -      |
| Whisker (aneuploid)    | 2                       | 11                         | 0                                  | -                  | -  | -     | -      |
| Foot pad (aneuploid)   | 1                       | 4                          | 0                                  | -                  | -  | -     | -      |
| Vagina (aneuploid)     | 6                       | 27                         | 0                                  | -                  | -  | -     | -      |
| Oesophagus (aneuploid) | 4                       | 18                         | 0                                  | -                  | -  | -     | -      |

b

Whisker (clone 4 RA15 - aneuploid)

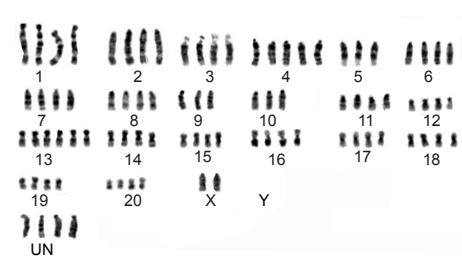

Foot Pad (clone 1)

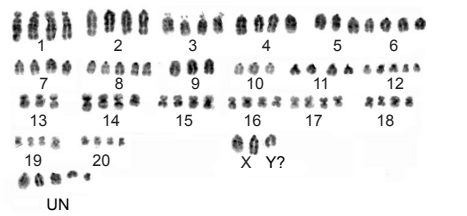

Vagina (clone 3)

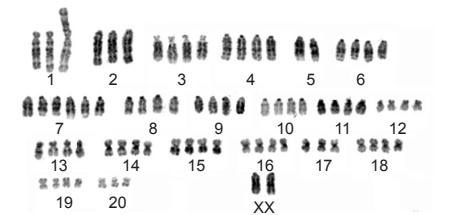

Oesophagus (clone 5)

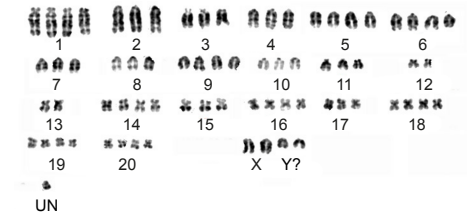

c

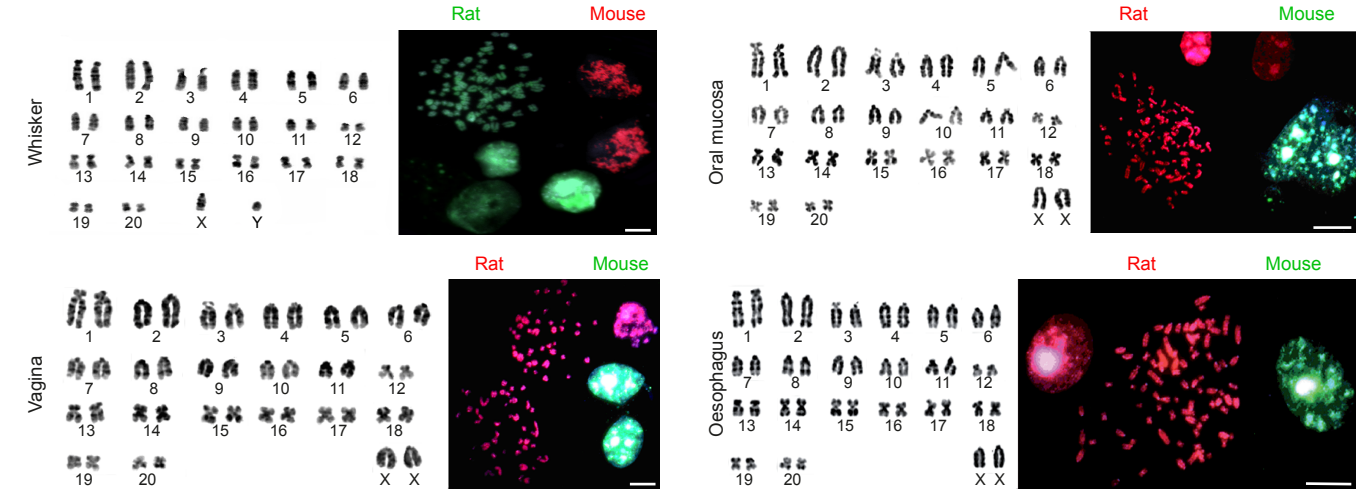

**Supplementary Figure 4. Diploidy is mandatory for permanent engraftment.** **a** Aneuploid clones derived from cultures of clonogenic epithelial cells isolated from rat whisker follicle, footpad, vagina and oesophagus epithelial cells do not engraft. **b** Karyotype of aneuploid cells. **c** FISH demonstrating that donor rat cells did not fuse with resident mouse cells. The experiments were performed on EGFP cells recovered and cultured at the end of the 1st round of transplantation. Rat chromosomes are labelled in red and mouse chromosomes in green, except for whisker cells in which the colours are inverted. Bars= 20 μm.

Supplementary Figure 5

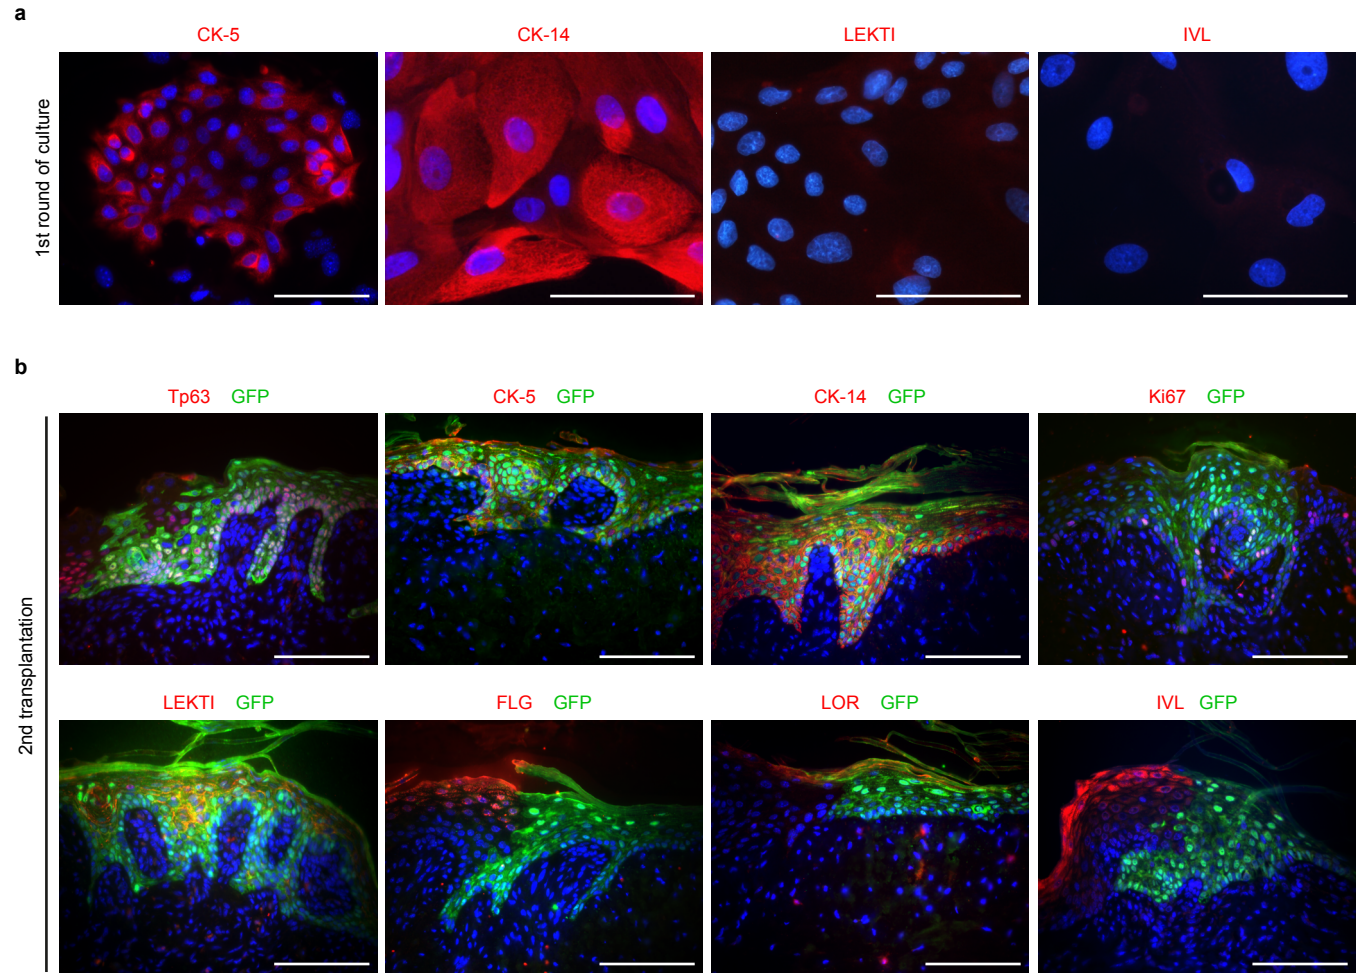

**Supplementary Figure 5. Expression of markers of squamous differentiation in transplanted tracheal cells. a** Epithelial cells cultured from the trachea of the rat express markers of basal cells of stratified epithelia (CK5, CK14) but not squamous differentiation markers like involucrin (IVL) or LEKTI. Bars: 100µm. Representative of 2 experiments. **b** Representative immunocytochemistry experiment showing that EGFP tracheal cells (green) transplanted into the skin of a newborn wild type mouse expressed Tp63, cytokeratin-5 (CK-5), cytokeratin-14 (CK-14), Ki67 but not squamous differentiation markers like LEKTI, filaggrin (FLG), loricrin (LOR) or involucrin (IVL). Note that the later markers are expressed in the mouse epidermis adjacent to the transplant. Bars: 100µm.

a

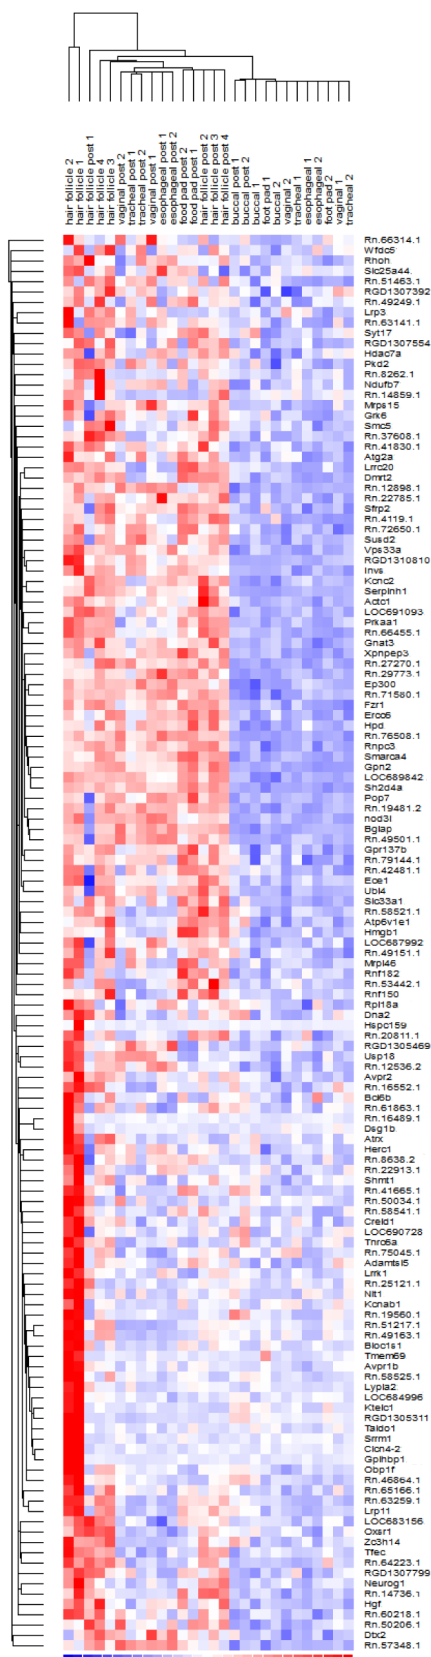

b

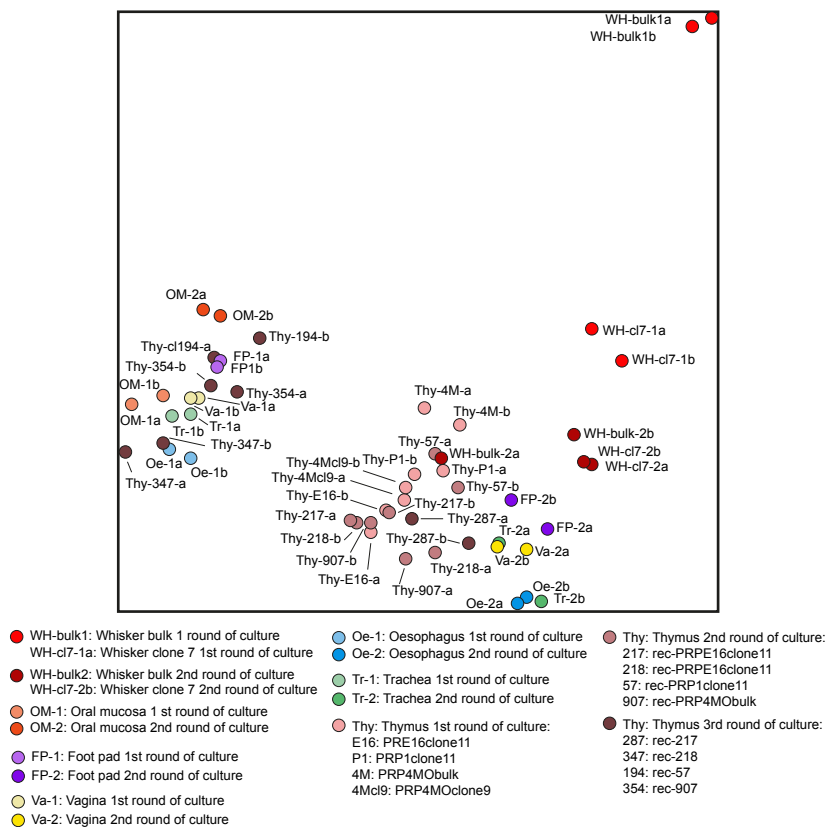

c

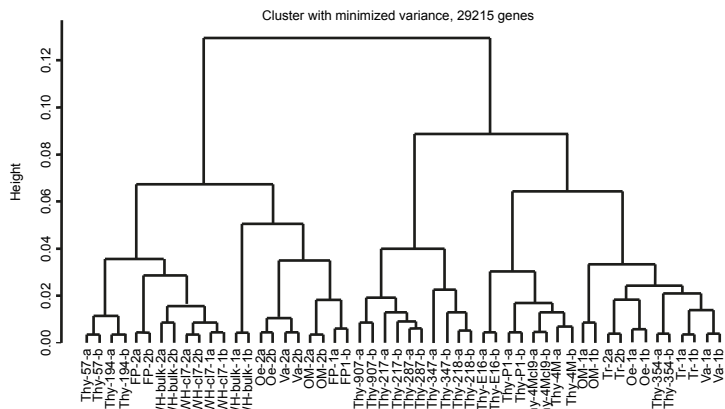

**Supplementary Figure 6. Microarray analysis.** A microarray analysis was performed on epithelial stem cells cultured from whisker (WH), oral mucosa (OM), footpad (FP), vagina (VA), oesophagus (Oe), thymic (Thy) and trachea (TR) before they were transplanted into a newborn mouse skin microenvironment (1st round) and after they were recovered from the transplants (2nd round recovered). Cells were FACS sorted on EGFP expression before total RNA was extracted. **a** The list of all 137 genes specifically up-regulated in hair follicle versus all other non-transplanted tissues (fold-change = 1.5) was used to define a "hair follicle blueprint". The expression of these "blueprint" genes was then analyzed in cells before and after transplantation (post). **b** Principal component analysis (PCA) of the full transcriptomes. **c** Expression clustering analysis. **d** Venn diagram showing the number of up- and down-regulated genes, fold-change >2 for each tissue in comparison to hair follicle. Adjusted p-value <0.05.

**Supplemental Figure 7**

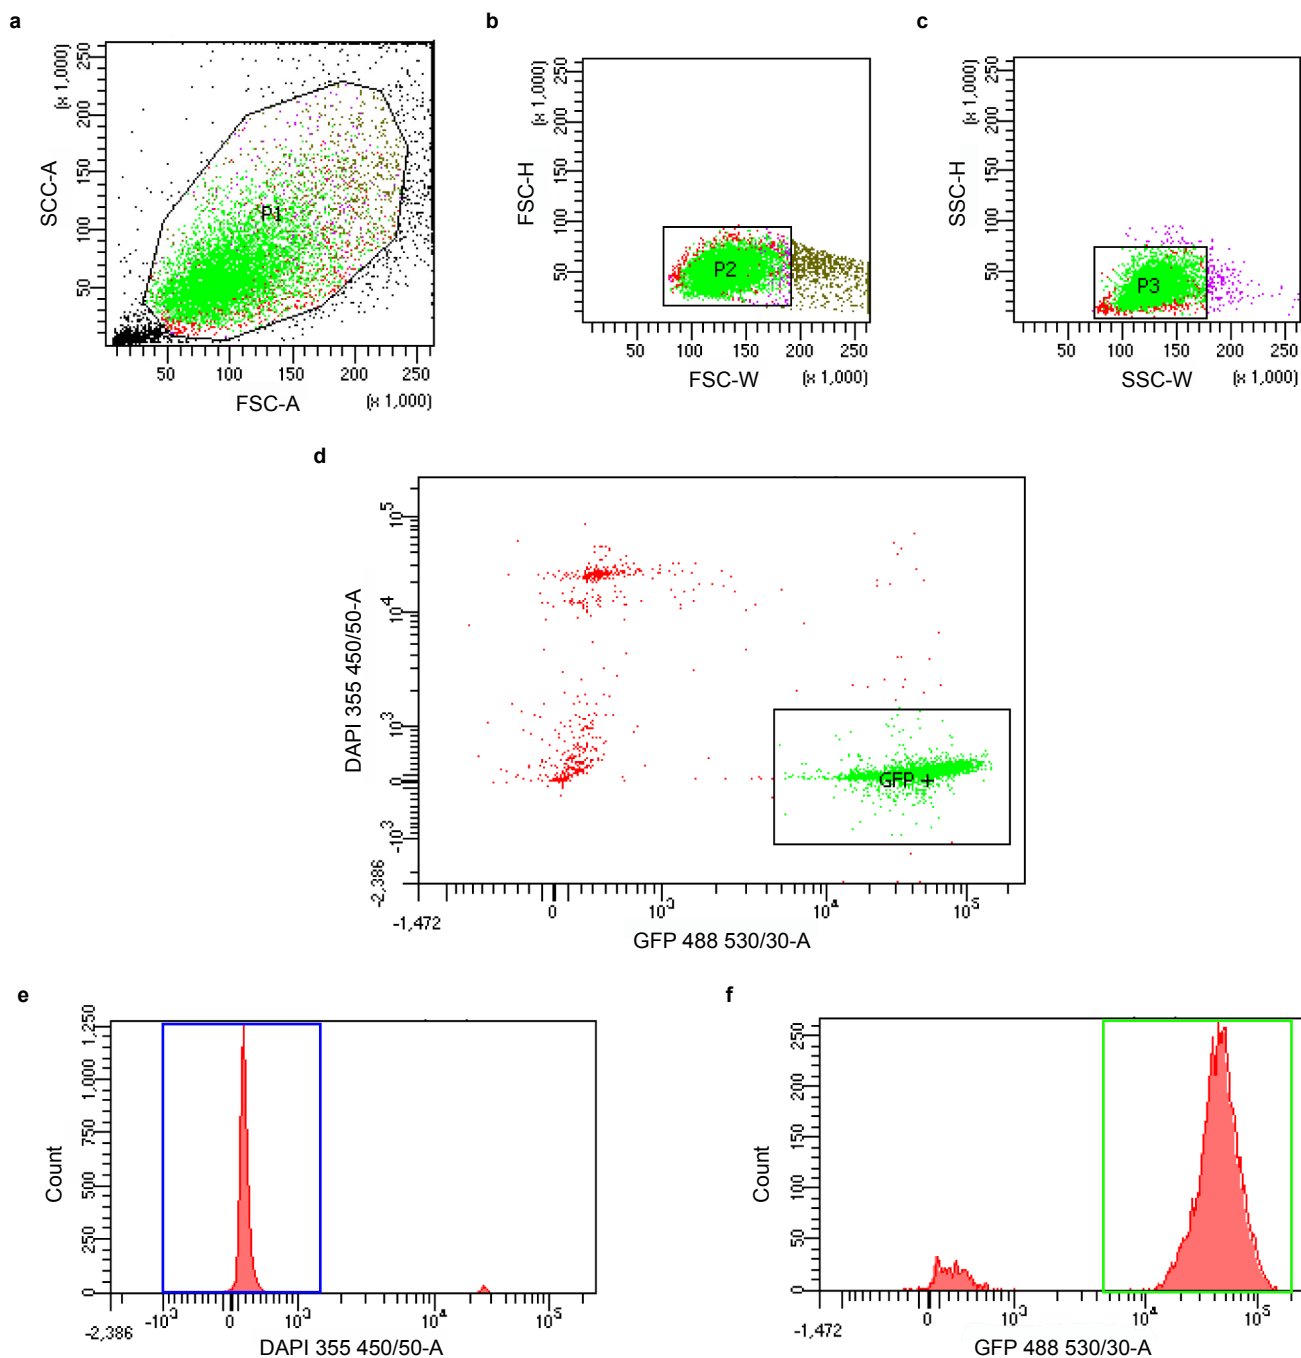

**Supplementary Figure 7. Gating for Fluorescent Activated Cell Sorting of cultured EGFP-positive rat cells for RNA-Seq analysis.** The gating strategy was identical for all samples. **a** Elimination of the debris from the total cell suspension. **b** Elimination of doublets and **c** selection of singlets. **d** Selection of living EGFP-positive cells on DAPI-dye exclusion and EGFP expression. **e** Histogram of DAPI expression. Gates are represented in a blue rectangle. **f** Intensity distribution of EGFP expression in the selected population. Gates are represented by a green rectangle.

**Supplementary Table 1.**

| Tissue         | Epithelial type                     | Embryonic origin | Tp63 | References |
|----------------|-------------------------------------|------------------|------|------------|
| Skin           | Stratified squamous keratinized     | Ectoderm         | +    | (1-3)      |
| Foot pad       | Stratified squamous keratinized     | Ectoderm         | +    | (4)        |
| Sweat glands   | Simple and stratified cuboidal      | Ectoderm         | +    | (3)        |
| Oral mucosa    | Stratified squamous non-keratinized | Ectoderm         | +    | (2, 5)     |
| Ocular surface | Stratified squamous non-keratinized | Ectoderm         | +    | (6)        |
| Anal canal     | Stratified squamous non-keratinized | Ectoderm         | +    | (7)        |
| Vagina         | Stratified squamous non-keratinized | Mesoderm         | +    | (1, 8)     |
| Oesophagus     | Stratified squamous non-keratinized | Endoderm         | +    | (3, 9)     |
| Thymus         | Reticular                           | Endoderm         | +    | (10, 11)   |
| Bladder        | Transitional                        | Endoderm         | +    | (3, 7)     |
| Prostate       | Pseudostratified columnar           | Endoderm         | +    | (1, 7)     |
| Trachea        | Pseudostratified                    | Endoderm         | +    | (5, 9)     |
| Ureter         | Transitional                        | Mesoderm         | +    | (12)       |
| Duodenum       | Simple                              | Endoderm         | -    | (3)        |

**Supplementary Table 1. Tp63 expression in mammalian epithelia.** The transcription factor

Tp63 is expressed in stratified and glandular epithelia but not in simple epithelia.

**Supplementary Table 2.**

| Tissue         | Aberrant skin appendages |                  | Epidermoid/<br>dermoid cyst | Squamous<br>metaplasia    | Squamous cell<br>carcinoma | References |
|----------------|--------------------------|------------------|-----------------------------|---------------------------|----------------------------|------------|
|                | Human                    | Other<br>mammals |                             |                           |                            |            |
| Skin           | + (HF, SG)               | + (HF, SG)       | +                           | -                         | +                          | (13-15)    |
| Foot pad       | Rare (HF-SG)             | No data          | +                           | -                         | +                          | (16-19)    |
| Sweat glands   | No data                  | No data          | +                           | +                         | Rare                       | (20-22)    |
| Oral mucosa    | Rare (HF-SG)             | No data          | Rare                        | +                         | +                          | (23-27)    |
| Ocular surface | + (HF)                   | +                | Rare                        | +                         | +                          | (28-32)    |
| Anal canal     | No data                  | No data          | Glandular                   | +                         | +                          | (33-35)    |
| Vagina         | Rare (HF-SG)             | No data          | +                           | +                         | +                          | (36-39)    |
| Oesophagus     | Rare (SG)                | No data          | Rare                        | + / Barrett/<br>sebaceous | +                          | (40-46)    |
| Thymus         | Rare (SG)                | No data          | Rare                        | No data                   | Rare                       | (47-49)    |
| Bladder        | No data                  | No data          | Rare                        | +                         | +                          | (50-52)    |
| Prostate       | No data                  | No data          | Rare                        | +                         | Rare                       | (53-55)    |
| Trachea        | No data                  | No data          | Glandular                   | +                         | +                          | (56-58)    |
| Ureter         | No data                  | No data          | Very rare                   | Very rare                 | +                          | (59-61)    |
| Duodenum       | No data                  | No data          | No data                     | No data                   | Very rare                  | (62)       |

**Supplementary Table 2. Aberrant hair follicles and dermoid cysts in non-hairy mammalian tissues.** Data from the literature reporting the presence of ectopic skin appendages, dermoid cysts, squamous metaplasia or squamous cell carcinoma in various non-hairy epithelial tissues.

**Supplementary Table 3**

| ID       | Gene.Symbol | 1st round of culture |               |              |              |               |              |
|----------|-------------|----------------------|---------------|--------------|--------------|---------------|--------------|
|          |             | Oral m. vs HF        | Foot p. vs HF | Vagina vs HF | Oeso. vs HF  | Trachea vs HF | Thymus vs HF |
| 10774605 | ---         | -3.307773043         | -3.387957437  | -3.22021441  | -3.164114374 | -3.279642929  | -2.607791452 |
| 10719530 | Apoe        | -3.43050002          | -2.915881065  | -4.649239914 | -4.192336078 | -3.993252711  | -3.097815559 |
| 10775866 | Areg        | 3.01557763           | 2.266357378   | 2.707496316  | 2.81303865   | 2.817644062   | 2.413821928  |
| 10708954 | Arrb1       | 15.26931434          | 18.10463109   | 18.3949822   | 11.01916405  | 14.90501451   | 3.024268803  |
| 10853995 | Asb15       | -2.535219875         | -2.129924623  | -3.006562345 | -2.629520738 | -2.728377698  | -2.213816854 |
| 10851952 | B4galt5     | 3.026544891          | 2.349566743   | 3.530937415  | 2.419103927  | 5.593866214   | 2.932438293  |
| 10774596 | Bcl11a      | -5.288661907         | -3.678873961  | -5.386175543 | -4.937820012 | -4.758885522  | -3.380316306 |
| 10775573 | Bmp3        | 5.227876735          | 4.291974858   | 2.257142691  | 11.33847434  | 6.272671997   | 3.309342532  |
| 10874811 | C1qdc2      | -8.161411868         | -8.933510771  | -10.84268572 | -13.20291194 | -11.35269372  | -14.3757356  |
| 10887802 | Cdca7l      | -3.245717643         | -2.286529449  | -2.319678715 | -2.172331836 | -2.255128277  | -2.663685261 |
| 10901409 | Chst11      | -8.178059872         | -4.904041287  | -3.907733618 | -10.49792743 | -3.936830572  | -2.327275693 |
| 10836588 | Dhrs9       | 2.763692779          | 7.687019083   | 6.523402966  | 3.866028438  | 4.470689188   | 6.618880046  |
| 10716454 | Emx2        | 2.971821059          | 2.326400928   | 6.970328985  | 3.400313464  | 3.779576919   | 4.269568803  |
| 10896661 | Fam83a      | 3.364603497          | 3.819356267   | 2.409574655  | 3.184398747  | -7.183908625  | -3.969059322 |
| 10848416 | Fsip1       | -2.917285839         | -2.432041337  | -2.945804626 | -2.3907483   | -2.219490833  | -2.140090787 |
| 10796220 | Gata3       | -6.03145992          | -3.463459371  | -4.196087464 | -6.179708341 | -5.895727113  | -3.713553531 |
| 10818291 | Gstm5       | -3.237328462         | -6.173832105  | -4.26368912  | -3.588127735 | -3.655507597  | -2.131585058 |
| 10863430 | Hk2         | 2.837072218          | 2.096969496   | 3.209276016  | 2.524696337  | 2.775546522   | 2.808297204  |
| 10924245 | Il8rb       | 19.05514921          | 19.95863983   | 23.58435107  | 13.54094011  | 5.466833739   | 7.509600315  |
| 10892835 | Itgb8       | -7.23002432          | -6.296405692  | -5.632488645 | -5.325740005 | -6.312611651  | -7.38352887  |
| 10925405 | Klhl30      | 4.221384891          | 2.101073127   | 2.499201761  | 2.992839423  | 2.144888087   | 2.218941488  |
| 10838354 | Lgr4        | -5.271618616         | -6.921290218  | -4.571133647 | -6.060179389 | -4.731784925  | -4.183545498 |
| 10835958 | Lhx2        | -2.94850318          | -2.197622749  | -4.091777649 | -2.519018557 | -3.271175698  | -3.292495286 |
| 10823949 | Lrat        | -17.51577448         | -11.58228803  | -7.404466929 | -8.847254811 | -16.18441008  | -18.26598628 |
| 10859392 | Mgst1       | -14.62852977         | -4.292246333  | -14.76432377 | -6.015440449 | -5.503015434  | -10.76339462 |
| 10724042 | P2ry2       | 4.344094914          | 3.593802496   | 3.482960533  | 3.614372314  | 3.499305508   | 2.442632588  |
| 10937362 | Pak3        | -5.52227602          | -5.379160367  | -5.322920429 | -6.594432454 | -5.054454857  | -2.299646925 |
| 10826371 | Palmd       | -16.67325357         | -9.19041335   | -16.23356832 | -13.7352451  | -16.91507595  | -6.31812454  |
| 10884688 | Pax9        | 4.452888154          | 2.009648065   | 2.50926767   | 6.380364632  | 4.203435323   | 6.525038888  |
| 10895406 | Phlda1      | 2.608103278          | 2.692350057   | 3.382596283  | 2.255412004  | 2.668392701   | 2.528196326  |
| 10723576 | Prss23      | -7.73719562          | -7.418025617  | -6.541512509 | -14.03300672 | -3.570777524  | -9.765646122 |
| 10796440 | Pter        | -2.766719959         | -2.258748472  | -2.687395442 | -2.576643827 | -2.508731591  | -2.812136015 |
| 10844223 | Ptges       | 8.655891258          | 2.824778753   | 5.875034709  | 4.000321287  | 4.898918786   | 5.033513819  |
| 10835817 | Ptgs1       | 19.24764121          | 29.44241791   | 39.75014588  | 27.73018334  | 23.78790394   | 23.71438008  |
| 10864874 | Rassf4      | -4.663751762         | -4.211557899  | -6.70706926  | -4.823515492 | -5.656152428  | -5.944809686 |
| 10876730 | RGD1307218  | -3.079695044         | -6.252950082  | -4.581147455 | -4.698033498 | -4.950624409  | -3.422588864 |
| 10804292 | RGD1563060  | -3.420893345         | -2.814114686  | -3.656495598 | -2.975096831 | -4.168002448  | -2.663101425 |
| 10754592 | RGD1564641  | -2.972467426         | -3.822077415  | -6.695839747 | -16.99291557 | -10.1912351   | -6.007010248 |
| 10804415 | Sema6a      | 2.344371575          | 2.113908234   | 3.325910278  | 2.917132163  | 4.115555721   | 3.08672215   |
| 10866271 | Styk1       | 2.405753162          | 2.738677001   | 3.966122189  | 2.357333907  | 4.156761936   | 5.602061222  |
| 10891303 | Tgfb3       | -6.364638725         | -7.419341388  | -2.624817513 | -7.2767393   | -2.531139681  | -4.740943665 |
| 10880074 | Tinag1l     | 3.440420126          | 2.298439593   | 2.479681367  | 2.74458829   | 2.353821224   | 3.072775253  |
| 10873021 | Wnt4        | 2.084827653          | 3.050620302   | 3.159913628  | 3.580807902  | 3.337055371   | 2.294758369  |

**Supplementary Table 3. List of the genes in common in the microarray analysis.** Up- and down-regulated genes in common in different non-hairy Tp63-expressing epithelial stem cells cultured before and after transplantation into the skin of newborn wild type mouse compared to that of multipotent stem cells of the whisker follicle. Microarray analysis. Fold change > 2, adjusted p-value <0.05.

**Supplementary Table 4.**

| Comparison1 | Comparison2 | N_Genes_Comparison1 | N_Genes_Comparison2 | N_Genes_Overlap | N_Genes_Total | Pvalue_Hyperg_Over | Pvalue_Hyperg_Under |
|-------------|-------------|---------------------|---------------------|-----------------|---------------|--------------------|---------------------|
| Va vs WH    | BL vs WH    | 2528                | 4215                | 1794            | 13258         | 0                  | 1                   |
| Va vs WH    | Thy vs WH   | 2528                | 3071                | 1671            | 13258         | 0                  | 1                   |
| Va vs WH    | Tr vs WH    | 2528                | 3775                | 1845            | 13258         | 0                  | 1                   |
| BL vs WH    | Thy vs WH   | 4215                | 3071                | 2093            | 13258         | 0                  | 1                   |
| BL vs WH    | Tr vs WH    | 4215                | 3775                | 2875            | 13258         | 0                  | 1                   |
| Thy vs WH   | Tr vs WH    | 3071                | 3775                | 2077            | 13258         | 0                  | 1                   |

|                     |                                                 |
|---------------------|-------------------------------------------------|
| <b>Key</b>          |                                                 |
| Comparison1         | Name of comparison 1                            |
| Comparison2         | Name of comparison 2                            |
| N_Genes_Comparison1 | Number of genes in comparison 1                 |
| N_Genes_Comparison2 | Number of genes in comparison 2                 |
| N_Genes_Overlap     | Number of overlapping genes                     |
| N_Genes_Total       | Total number of expressed genes (background)    |
| Pvalue_Hyperg_Over  | Hypergeometric p-value for over-representation  |
| Pvalue_Hyperg_Under | Hypergeometric p-value for under-representation |

**Supplementary Table 4. Results of the hypergeometric test before transplantation.**

**Supplementary Table 5**

| Comparison1 | Comparison2 | N_Genes_Comparison1 | N_Genes_Comparison2 | N_Genes_Overlap | N_Genes_Total | Pvalue_Hyperg_Over | Pvalue_Hyperg_Under |
|-------------|-------------|---------------------|---------------------|-----------------|---------------|--------------------|---------------------|
| Va vs WH    | BL vs WH    | 2528                | 4215                | 1794            | 13258         | 0                  | 1                   |
| Va vs WH    | Thy vs WH   | 2528                | 3071                | 1671            | 13258         | 0                  | 1                   |
| Va vs WH    | Tr vs WH    | 2528                | 3775                | 1845            | 13258         | 0                  | 1                   |
| BL vs WH    | Thy vs WH   | 4215                | 3071                | 2093            | 13258         | 0                  | 1                   |
| BL vs WH    | Tr vs WH    | 4215                | 3775                | 2875            | 13258         | 0                  | 1                   |
| Thy vs WH   | Tr vs WH    | 3071                | 3775                | 2077            | 13258         | 0                  | 1                   |

|                     |                                                 |
|---------------------|-------------------------------------------------|
| <b>Key</b>          |                                                 |
| Comparison1         | Name of comparison 1                            |
| Comparison2         | Name of comparison 2                            |
| N_Genes_Comparison1 | Number of genes in comparison 1                 |
| N_Genes_Comparison2 | Number of genes in comparison 2                 |
| N_Genes_Overlap     | Number of overlapping genes                     |
| N_Genes_Total       | Total number of expressed genes (background)    |
| Pvalue_Hyperg_Over  | Hypergeometric p-value for over-representation  |
| Pvalue_Hyperg_Under | Hypergeometric p-value for under-representation |

**Supplementary Table 5. Results of the hypergeometric test after transplantation.**

**Supplementary Table 6**

| Tissue of origin<br>(Rosa26-LacZ) | Embryonic<br>origin | Epithelial<br>classification | Number of<br>transplanted mice | Participation in<br>hairy skin (%) |
|-----------------------------------|---------------------|------------------------------|--------------------------------|------------------------------------|
| Bulge (whisker)                   | Ectoderm            | Pluristratified              | 12                             | 58.3                               |
| Bulb (whisker)                    | Ectoderm            | Pluristratified              | 2                              | 50                                 |
| Central cornea                    | Ectoderm            | Pluristratified              | 8                              | 50                                 |
| Limbus                            | Ectoderm            | Pluristratified              | 39                             | 33.3                               |
| Conjunctiva                       | Ectoderm            | Pluristratified              | 6                              | 66.6                               |
| Eyelid                            | Ectoderm            | Pluristratified              | 2                              | 100                                |
| Oral mucosa                       | Ectoderm            | Pluristratified              | 10                             | 50                                 |
| Soft palate                       | Ectoderm            | Pluristratified              | 8                              | 50                                 |
| Foot pad                          | Ectoderm            | Pluristratified              | 19                             | 52.6                               |
| Anal mucosa                       | Ectoderm            | Pluristratified              | 8                              | 37.5                               |
| Vagina                            | Mesoderm            | Pluristratified              | 23                             | 65.2                               |
| Oesophagus                        | Endoderm            | Pluristratified              | 19                             | 63.2                               |
| Trachea                           | Endoderm            | Pseudostratified             | 12                             | 0                                  |
| Bladder                           | Endoderm            | Transitional                 | 8                              | 0                                  |
| Thymus                            | Endoderm            | Reticular                    | 3                              | 0                                  |
| Uterus                            | Endoderm            | Simple                       | 4                              | 0                                  |
| Duodenum                          | Endoderm            | Simple                       | 12                             | 0                                  |
| Colon                             | Endoderm            | Simple                       | 9                              | 0                                  |

**Supplementary Table 6. Results of the transplantation of non-cultured epithelial tissues.** Full-thickness biopsies of various epithelial tissues obtained from Rosa26-*LacZ* mice were transplanted into the back skin of newborn wild type mice to evaluate their response to a skin microenvironment.

**Supplementary Table 7. List of Antibodies**

|           | Antigen                   | Specie     | Clone       | Concentration | Catalog #    | Provider         |
|-----------|---------------------------|------------|-------------|---------------|--------------|------------------|
| Primary   | Cytokeratin 4             | Mouse      | 6B10        | 1 :200        | NCL-CK4      | Novocastra       |
| Antibody  | Cytokeratin 5             | Rabbit     | -           | 1 :1000       | ab24647      | Abcam            |
|           | Cytokeratin 8/18          | Guinea Pig | -           | 1 :100        | GP-11        | Progen           |
|           | Cytokeratin 14            | Rabbit     | -           | 1 :1000       | PRB-155P-100 | Covance          |
|           | Cytokeratin 15            | Mouse      | LHK15       | 1 :100        | MA5-11344    | ThermoFisher     |
|           | Cytokeratin 31            | Guinea Pig | -           | 1 :200        | GP-HHA1      | Progen           |
|           | ΔNp63                     | Rabbit     | -           | 1 :500        | 619001       | Biolegend        |
|           | DsRed                     | Rabbit     | -           | 1 :100        | GTX59862     | Genetex          |
|           | Filaggrin                 | Rabbit     | -           | 1 :400        | PRB-417P     | Covance          |
|           | GFP                       | Chicken    | -           | 1 :400        | ab13970      | Abcam            |
|           | Involucrin                | Mouse      | SY5         | 1 :100        | MA5-11803    | ThermoFisher     |
|           | Ki67                      | Mouse      | B56         | 1 :200        | 556003       | BD Biosciences   |
|           | LEKTI                     | Mouse      | 1C11G6      | 1 :100        | 39-0500      | Invitrogen       |
|           | Lhx2                      | Rabbit     | EPR20449    | 1 :500        | ab184337     | Abcam            |
|           | Loricrin                  | Rabbit     | -           | 1 :200        | GTX 116013   | Genetex          |
|           | Sox9                      | Rabbit     | EPR14335-78 | 1 :500        | ab185966     | Abcam            |
|           | Tp63                      | Mouse      | 4A4         | 1 :500        | M7247        | Dako             |
|           |                           |            |             | 1 :500        | GTX23239     | Genetex          |
|           |                           |            |             | 1 :500        | ab735        | Abcam            |
| Secondary | Anti-mouse Alexa 568      | Goat       | -           | 1 :500        | A11004       | Molecular Probes |
| Antibody  | Anti-Rabbit Alexa 568     | Goat       | -           | 1 :500        | A11011       | Molecular Probes |
|           | Anti-Mouse Alexa 568      | Goat       | -           | 1 :500        | A11031       | Molecular Probes |
|           | Anti-Chicken Alexa 488    | Goat       | -           | 1 :500        | A11039       | Molecular Probes |
|           | Anti-Guinea Pig Alexa 568 | Goat       | -           | 1 :500        | A11075       | Molecular Probes |
|           | Anti-Chicken Alexa 488    | Goat       | -           | 1 :500        | ab150169     | Abcam            |

**Supplementary Table 8. List of Primers**

| Gene          | Species | Assay ID      | Catalog # | Dye     |
|---------------|---------|---------------|-----------|---------|
| <i>Dkk1</i>   | Rat     | Rn01501537_m1 | 4448892   | FAM-MGB |
| <i>Dkk3</i>   | Rat     | Rn00593415_m1 | 4448892   | FAM-MGB |
| <i>ΔNp63</i>  | Rat     | Rn01404786_m1 | 4448892   | FAM-MGB |
| <i>Foxn1</i>  | Rat     | Rn01460456_m1 | 4448892   | FAM-MGB |
| <i>Gata3</i>  | Rat     | Rn00484683_m1 | 4448892   | FAM-MGB |
| <i>Hr</i>     | Rat     | Rn00577605_m1 | 4448892   | FAM-MGB |
| <i>Jag1</i>   | Rat     | Rn00569647_m1 | 4448892   | FAM-MGB |
| <i>Lef1</i>   | Rat     | Rn01639120_m1 | 4448892   | FAM-MGB |
| <i>Lhx2</i>   | Rat     | Rn01449595_m1 | 4448892   | FAM-MGB |
| <i>Notch1</i> | Rat     | Rn01758633_m1 | 4448892   | FAM-MGB |
| <i>Sdha</i>   | Rat     | Rn00590475_m1 | 4453320   | FAM-MGB |
| <i>TAp63</i>  | Rat     | Rn00570095_m1 | 4448892   | FAM-MGB |
| <i>Tbp</i>    | Rat     | Rn01455646_m1 | 4453320   | FAM-MGB |
| <i>Tp63</i>   | Rat     | Rn00693067_m1 | 4448892   | FAM-MGB |
| <i>Tubb3</i>  | Rat     | Rn01431594_m1 | 4448892   | FAM-MGB |
| <i>Wnt3</i>   | Rat     | Rn01471585_m1 | 4448892   | FAM-MGB |
| <i>Wnt3a</i>  | Rat     | Rn01470643_m1 | 4331182   | FAM-MGB |
| <i>Wnt5a</i>  | Rat     | Rn01402000_m1 | 4448892   | FAM-MGB |
| <i>Wnt10a</i> | Rat     | Rn01401164_m1 | 4448892   | FAM-MGB |

## Additional References

1. Yang, A. *et al.* p63 is essential for regenerative proliferation in limb, craniofacial and epithelial development. *Nature* **398**, 714-718 (1999).
2. Mills, A.A. *et al.* p63 is a p53 homologue required for limb and epidermal morphogenesis. *Nature* **398**, 708-713 (1999).
3. Di Como, C.J. *et al.* p63 expression profiles in human normal and tumor tissues. *Clin Cancer Res.* **8**, 494-501 (2002).
4. Kanitakis, J. *et al.* Circumscribed palmo-plantar hypokeratosis: a disease of desquamation? Immunohistological study of five cases and literature review. *J Eur Acad Dermatol Venereol* **25**, 296-301 (2011).
5. Dellavalle, R.P. *et al.* CUSP/p63 expression in rat and human tissues. *J Dermatol Sci* **27**, 82-87 (2001).
6. Pellegrini, G. *et al.* p63 identifies keratinocyte stem cells. *Proc Natl Acad Sci U S A* **98**, 3156-3161 (2001).
7. Pignon, J.C. *et al.* p63-expressing cells are the stem cells of developing prostate, bladder, and colorectal epithelia. *Proc Natl Acad Sci U S A* **110**, 8105-8110 (2013).
8. Kurita, T., Cunha, G.R., Robboy, S.J., Mills, A.A. & Medina, R.T. Differential expression of p63 isoforms in female reproductive organs. *Mech Dev* **122**, 1043-1055 (2005).
9. Daniely, Y. *et al.* Critical role of p63 in the development of a normal esophageal and tracheobronchial epithelium. *Am J Physiol Cell Physiol* **287**, C171-181 (2004).
10. Senoo, M., Pinto, F., Crum, C.P. & McKeon, F. p63 Is essential for the proliferative potential of stem cells in stratified epithelia. *Cell* **129**, 523-536 (2007).
11. Candi, E. *et al.* DeltaNp63 regulates thymic development through enhanced expression of Fgfr2 and Jag2. *Proc Natl Acad Sci U S A* **104**, 11999-12004 (2007).
12. Feil, G. *et al.* Immunoreactivity of p63 in monolayered and in vitro stratified human urothelial cell cultures compared with native urothelial tissue. *Eur Urol* **53**, 1066-1072 (2008).
13. Grimalt, R. & Gelmetti, C. Eruptive vellus hair cysts: case report and review of the literature. *Pediatr Dermatol* **9**, 98-102 (1992).
14. Takeshita, T., Takeshita, H. & Irie, K. Eruptive vellus hair cyst and epidermoid cyst in a patient with pachyonychia congenita. *J Dermatol* **27**, 655-657 (2000).
15. Lapouge, G. *et al.* Identifying the cellular origin of squamous skin tumors. *Proc Natl Acad Sci U S A* **108**, 7431-7436 (2011).
16. Mehregan, A.H. & Coskey, R.J. Pigmented nevi of sole. A report of two cases with histologic evidence of hair follicle formation. *Arch Dermatol* **106**, 886-887 (1972).
17. Ohnishi, T. & Watanabe, S. Immunohistochemical observation of cytokeratins in keratinous cysts including plantar epidermoid cyst. *J Cutan Pathol* **26**, 424-429 (1999).
18. Gomi, M., Naito, K. & Obayashi, O. A large epidermoid cyst developing in the palm: A case report. *Int J Surg Case Rep* **4**, 773-777 (2013).
19. Weinrauch, L., Peled, I., Goldberg, L.H. & Wexler, M.R. Squamous cell carcinoma of the palm. *Dermatologica* **166**, 89-91 (1983).
20. Egawa, K., Egawa, N. & Honda, Y. Human papillomavirus-associated plantar epidermoid cyst related to epidermoid metaplasia of the eccrine duct epithelium: a combined histological, immunohistochemical, DNA-DNA in situ hybridization and three-dimensional reconstruction analysis. *Br J Dermatol* **152**, 961-967 (2005).
21. Dauden, E., Porras, J.I., Buezo, G.F. & Garcia-Diez, A. Eccrine squamous syringometaplasia and cytomegalovirus. *Am J Dermatopathol* **22**, 559-561 (2000).

22. Blake, P.W., Bradford, P.T., Devesa, S.S. & Toro, J.R. Cutaneous appendageal carcinoma incidence and survival patterns in the United States: a population-based study. *Arch Dermatol* **146**, 625-632 (2010).
23. Chi, A.C., Mapes, I.L., Javed, T. & Neville, B.W. Epidermal choristoma of the oral cavity: report of 2 cases of an extremely rare entity. *J Oral Maxillofac Surg* **68**, 451-455 (2010).
24. Kini, Y.K., Kharkar, V.R., Rudagi, B.M. & Kalburge, J.V. An unusual occurrence of epidermoid cyst in the buccal mucosa: a case report with review of literature. *J Maxillofac Oral Surg* **12**, 90-93 (2013).
25. Klein-Szanto, A.J., Banoczy, J. & Schroeder, H.E. Metaplastic conversion of the differentiation pattern in oral epithelia affected by leukoplakia simplex. A stereologic study. *Pathol Eur* **11**, 189-210 (1976).
26. Buckley, P., Hulse, E.V. & Keep, B.M. An inbred strain of rats with a high incidence of squamous-cell carcinomas of the mouth. *Br J Cancer* **41**, 295-301 (1980).
27. Johnson, N.W., Jayasekara, P. & Amarasinghe, A.A. Squamous cell carcinoma and precursor lesions of the oral cavity: epidemiology and aetiology. *Periodontol 2000* **57**, 19-37 (2011).
28. Mahdavi Fard, A. & Pourafkari, L. Images in clinical medicine. The hairy eyeball--limbal dermoid. *N Engl J Med* **368**, 64 (2013).
29. Balland, O. *et al.* Canine bilateral conjunctivo-palpebral dermoid: description of two clinical cases and discussion of the relevance of the terminology. *Case Rep Vet Med.*, **2015**, Article ID876141 (2015).
30. Onuigbo, W.I. & Ezegwui, I.R. Ophthalmic presentation of epidermoid cysts in an African community. *Int Ophthalmol* **24**, 279-281 (2001).
31. Nowell, C.S. *et al.* Chronic inflammation imposes aberrant cell fate in regenerating epithelia through mechanotransduction. *Nat Cell Biol* **18**, 168-180 (2016).
32. Mishra, D.K. *et al.* Differential Expression of Stem Cell Markers in Ocular Surface Squamous Neoplasia. *PLoS One* **11**, e0161800 (2016).
33. Fenger, C. & Filipe, M.I. Pathology of the anal glands with special reference to their mucin histochemistry. *Acta Pathol Microbiol Scand A* **85**, 273-285 (1977).
34. Roberts, J.M. *et al.* Papillary Immature Metaplasia of the Anal Canal: A Low-grade Lesion That Can Mimic a High-grade Lesion. *Am J Surg Pathol* **40**, 348-353 (2016).
35. Bilimoria, K.Y. *et al.* Squamous cell carcinoma of the anal canal: utilization and outcomes of recommended treatment in the United States. *Ann Surg Oncol* **15**, 1948-1958 (2008).
36. Brady, A. & McCluggage, W.G. Ectodermal structures within the uterine cervix and vagina: report of a series of cases. *Int J Gynecol Pathol* **32**, 602-605 (2013).
37. Kondi-Pafiti, A., Grapsa, D., Papakonstantinou, K., Kairi-Vassilatou, E. & Xasiakos, D. Vaginal cysts: a common pathologic entity revisited. *Clin Exp Obstet Gynecol* **35**, 41-44 (2008).
38. Slack, J.M. Homoeotic transformations in man: implications for the mechanism of embryonic development and for the organization of epithelia. *J Theor Biol* **114**, 463-490 (1985).
39. Hacker, N.F., Eifel, P.J. & van der Velden, J. Cancer of the vagina. *Int J Gynaecol Obstet* **131 Suppl 2**, S84-87 (2015).
40. Lee, S.H., Lee, D.J., Kim, K.M., Kim, K.N. & Kang, J.K. Ectopic sebaceous glands in the oesophagus: a case report and review of literature. *Scott Med J* **59**, e1-5 (2014).
41. Akiyama, S. *et al.* Esophageal cyst, a case report and a review of the literature. *Jpn J Surg* **10**, 338-342 (1980).

42. Venter, F.S. & Learmonth, G. Esophageal squamous metaplasia: nudging the esophageal carcinoma morphogenetic paradigm. *Med Hypotheses* **58**, 270-275 (2002).
43. Wang, X. *et al.* Residual embryonic cells as precursors of a Barrett's-like metaplasia. *Cell* **145**, 1023-1035 (2011).
44. Takubo, K. Squamous metaplasia with reserve cell hyperplasia in the esophagogastric junction zone. *Acta Pathol Jpn* **31**, 349-359 (1981).
45. Chiu, K.W., Wu, C.K., Lu, L.S., Eng, H.L. & Chiou, S.S. Diagnostic pitfall of sebaceous gland metaplasia of the esophagus. *World J Clin Cases* **2**, 311-315 (2014).
46. Smyth, E.C. *et al.* Oesophageal cancer. *Nat Rev Dis Primers* **3**, 17048 (2017).
47. Wolff, M., Rosai, J. & Wright, D.H. Sebaceous glands within the thymus: report of three cases. *Hum Pathol* **15**, 341-343 (1984).
48. Monaco, F., Barone, M. & Monaco, M. Intrathymic epidermoid cyst: a very rare condition. *Asian Cardiovasc Thorac Ann* **23**, 323-324 (2015).
49. Luo, Y., Li, J.L., Yang, L. & Zhang, W. Chemotherapy with gemcitabine plus cisplatin in patients with advanced thymic squamous cell carcinoma: Evaluation of efficacy and toxicity. *Thorac Cancer* **7**, 167-172 (2016).
50. Wang, W., Lv, W. & Tian, Y. Epidermoid cyst of the urinary bladder: a rare case. *Urol J* **11**, 1502-1503 (2014).
51. Liang, F.X. *et al.* Cellular basis of urothelial squamous metaplasia: roles of lineage heterogeneity and cell replacement. *J Cell Biol* **171**, 835-844 (2005).
52. Shokeir, A.A. Squamous cell carcinoma of the bladder: pathology, diagnosis and treatment. *BJU Int* **93**, 216-220 (2004).
53. Uthmann, U. & Terhorst, B. Dermoid cyst of the prostate with contralateral renal agenesis. *Br J Urol* **53**, 479 (1981).
54. Lager, D.J., Goeken, J.A., Kemp, J.D. & Robinson, R.A. Squamous metaplasia of the prostate. An immunohistochemical study. *Am J Clin Pathol* **90**, 597-601 (1988).
55. Malik, R.D. *et al.* Squamous cell carcinoma of the prostate. *Rev Urol* **13**, 56-60 (2011).
56. Nettesheim, P. & Martin, D.H. Appearance of glandlike structures in the tracheobronchial tree of aging mice. *J Natl Cancer Inst* **44**, 687-693 (1970).
57. Jetten, A.M., Vollberg, T.M. & Nervi, C. Hyperplasia and squamous metaplasia in the tracheobronchial epithelium: alterations in the balance of growth and differentiation factors. *Adv Exp Med Biol* **320**, 89-93 (1992).
58. Junker, K. Pathology of tracheal tumors. *Thorac Surg Clin* **24**, 7-11 (2014).
59. Ishizaki, H., Iida, S., Koga, H., Shimamatsu, K. & Matsuoka, K. Epidermoid cyst of the ureter: a case report. *Int J Urol* **14**, 443-444 (2007).
60. Hoshi, A. *et al.* [A case of squamous metaplasia of the ureter]. *Hinyokika Kiyo* **50**, 207-209 (2004).
61. Holmang, S., Lele, S.M. & Johansson, S.L. Squamous cell carcinoma of the renal pelvis and ureter: incidence, symptoms, treatment and outcome. *J Urol* **178**, 51-56 (2007).
62. Battal, M., Bostanci, O., Basak, T., Kartal, K. & Ekiz, F. Pure squamous cell carcinoma of the duodenum. *Case Rep Surg* **2015**, 714640 (2015).

# Supplementary material for: Tp63-expressing adult epithelial stem cells cross lineages boundaries revealing latent hairy skin competence
**Source:** Nat Commun. 2020 Nov 6;11:5645. doi: 10.1038/s41467-020-19485-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Microscopy: Axiovision Rel. version 4.6 or 4.8 (Zeiss)  
 Macroscopy: Axiovision Rel. version 4.6 (Zeiss)  
 FACS: FACSDiva version 8.0.1 Becton Dickinson  
 RNAseq: Illumina Pipeline Software version 1.82  
 Karyotype: Smartcapture VP software (version not provided by Chrombion GmbH)  
 qPCR: Quantstudio qPCR 6 software, version 1.2.  
 Microarray sequencing: Illumina Pipeline Software version 1.82

#### Data analysis

Microscopy: Adobe Photoshop CS4 and version 21.1.3. ImageJ/Fiji version 2.0.0 and anterior  
 Macroscopy: Adobe Photoshop CS4  
 RNAseq: Ensembl, v. Rnor version 6.0.87, RSeQC version 2.3.7, R versions 3.3.2 and 3.6.2, EdgeR package, version 3.14.0, Limma package version 3.28.21, Cutadapt version 1.8, Fastq\_screen version 0.9.3, Reaper version 15-065, Assembly, version Rnor 6.0, STAR version 2.5.2b, Htseq-count version 0.6.1, Gorilla (Eden et al., 2009, <http://cbl-gorilla.cs.technion.ac.il>), Vennerable package (version 3) in R, microsoft excel version 16.16.23.  
 FACS: FACSDiva version 8.0.1 Becton Dickinson  
 Microarray: Bioconductor Limma package, microsoft excel version 16.16.23. DNA-Chip Analyzer (dChip) (<http://biosun1.harvard.edu/~cli/dchip.exe>).  
 Karyotype: Quips (Vysis), SmartCapture VP software (Digital Scientific, Cambridge) (versions not provided by Chrombion GmbH).  
 qPCR: Expression suite v.1.0.4 (Applied Biosystems), GraphPad prism v7 and v8.4.3

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray and RNAseq have been deposited in the GEO database (Gene Expression Omnibus, <https://www.ncbi.nlm.nih.gov/geo/>) under the accession codes GSE116717 and GSE116719.

Previously published microarray data were used in this article and are referenced under the GEO number GSE21686 (Bonfanti et al., 2010).

Figures associated to raw datas: figure 3, supplementary figure 6, supplementary table 3, supplementary data 1 to 3.

All data are available within this article, the supplementary information and are available upon request from the corresponding authors, Y.B or S.C.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Antibodies

## Antibodies used

## Primary antibodies:

1. Mouse anti-cytokeratin 4, clone 6B10, 1:200, #NCL-CK4, Novocastra
2. Rabbit anti-cytokeratin 5, 1:1000, #ab24647, Abcam.
3. Guinea Pig anti-cytokeratin 8/18, 1:100, #GP-11, Progen
4. Rabbit anti -cytokeratin 14: 1:1000, #PRB-155P-100, Covance
5. Mouse anti-cytokeratin 15, 1:100, #: MA5-11344, ThermoFisher
6. Guinea Pig anti-cytokeratin 31, 1:200, #GP-HHA1, Progen
7. rabbit anti-DeltaNp63, 1:500, #619001, Biolegend
8. Rabbit anti-DsRed, 1:100, # GTX59862, Genetex
9. Rabbit anti-filaggrin, 1:400, #PRB-417P, Covance
10. Chicken anti-GFP, 1: 400, # ab13970, Abcam
11. Mouse anti-involucrin clone SY5, 1: 100, #MS-126-P1, ThermoFisher
12. Mouse anti-Ki67, clone B56, 1:200, BD Pharmingen, #556003
13. Mouse anti-LEKTI clone 1C11G6, 1:100, #39-0500, Invitrogen
14. Rabbit anti-Lhx2, 1: 500, #ab184337, Abcam.
15. Rabbit anti-loricrin, 1:200, Genetex, #GTX 116013
16. Rabbit anti-sox9, 1:500, #ab185966, Abcam
17. mouse anti-Tp63, clone 4A4, 1:500, Dako (#M7247) ou Genetex (#GTX23239) ou Abcam (#ab735)

## Secondary antibodies:

1. Goat anti-mouse Alexa 568, 1:500, #A11004, Molecular Probes
2. Goat anti-rabbit Alexa568, 1:500, #A11011, Molecular Probes.
3. goat anti-mouse Alexa568, 1:500, #A11031, Molecular Probes.
3. goat anti-Chicken Alexa488, 1:500, #A11039, Molecular Probes.
4. Goat anti-Guinea Pig Alexa568, 1:500, #A11075. Molecular Probes.
5. Goat anti-Chicken Alexan 488, 1:500, #ab150169, Abcam.

## Validation

All the following antibodies were validated on rat tissue sections before using in the experiments and were cited in the litterature.

1. Mouse anti-cytokeratin 4: [https://www.leicabiosystems.com/fileadmin/img\\_uploads/novocastra\\_reagents/Novocastra\\_datasheets/ck4.pdf](https://www.leicabiosystems.com/fileadmin/img_uploads/novocastra_reagents/Novocastra_datasheets/ck4.pdf). Qi et al., 2010. Potential localization of putative stem/progenitor cells in human bulbar conjunctival epithelium. J. Cell. Physiol.
2. Rabbit anti-cytokeratin 5: Su et al., 2009. TApo63 prevents premature aging by promoting stem cell maintenance. Cell Stem Cell.
3. Guinea Pig anti-cytokeratin 8/18: <https://www.progen.com/anti-keratin-k8-k18-guinea-pig-polyclonal-serum.html>. Li et al. 2009. Fluorescence and Electron Microscopic Localization of F-actin in the Ependymocytes. J. Histochem. Cytochem. Histochem Cytochem.
4. Rabbit anti -cytokeratin 14: Wend et al., 2013. Wnt/beta-catenin signalling induces MLL to create epigenetic changes in salivary gland tumours. EMBO J.
5. Mouse anti-cytokeratin 15: <https://www.thermofisher.com/antibody/product/Cytokeratin-15-Antibody-clone-LHK15-Monoclonal/MA5-11344>. Amoh et al., 2005. Multipotent nestin-positive, keratin-negative hair-follicle bulge stem cells can form neurons. Proc. Natl. Acad. Sci.
6. Guinea Pig anti-cytokeratin 31: <https://www.progen.com/anti-acidic-hair-keratin-k31-guinea-pig-polyclonal-serum.html>. Kretzschmar et al., 2014. BLIMP1 is required for postnatal epidermal homeostasis but does not define a sebaceous gland progenitor under steady-state conditions. Stem cell reports.
7. rabbit anti-DeltaNp63: <https://www.biolegend.com/en-us/products/purified-anti-p63-delta-antibody-2179>. Medawar et al., 2008. DeltaNp63 is essential for epidermal commitment of embryonic stem cells. PLoS One.
8. Rabbit anti-DsRed: <http://www.genetex.com/RFP-dsRed-antibody-GTX59862.html>. Liu et al., 2012. Coordinate lentiviral expression of Cre recombinase and RFP/EGFP mediated by FMDV 2A and analysis of Cre activity. J. Cell. Biochem.
9. Rabbit anti-filaggrin: Wallace et al., 2012. Deletion of K1/K10 does not impair epidermal stratification but affects desmosomal structure and nuclear integrity. J. Cell Sci.
10. Chicken anti-GFP: <http://www.abcam.com/gfp-antibody-ab13970.html>. Shan Z et al., 2018. Basal condensation of Numb and Pon complex via phase transition during Drosophila neuroblast asymmetric division. Nat Commun.
11. Mouse anti-involucrin: <https://www.thermofisher.com/order/catalog/product/MS-126-P1ABX>. Bonfanti et al., 2010. Microenvironmental reprogramming of thymic epithelial cells to skin multipotent stem cells. Nature.

How the deposited data were processed for this re-analysis (not part of the article)

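The RNA-seq samples were cells of EGFP rats cultured from bladder (dome), trachea, vagina, thymus and whisker follicle before transplantation (1st round) and after recovery from the transplants (2nd round), with 2 samples in each of 10 groups. The microarray, qPCR and immunostaining experiments of the paper are not analysed here. The authors trimmed and filtered the reads, aligned them with STAR to Rnor 6.0, counted them per gene of the Ensembl annotation with Htseq-count, and deposited the raw counts of each sample. Reads with several alignments were left uncounted by that step, which lowers the counts of genes with near-identical copies. Between 20723083 and 29824855 reads per sample were counted on genes (median 24566208), and the 10 most abundant genes took between 6.90% and 9.66% of them. A gene with 3 counts, the smallest level taken as shown, lies between 0.101 and 0.145 CPM.

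From the counts, CPM values were computed with TMM scaling in edgeR 4.0.16, and genes with at least 1 CPM in at least 1 sample were kept (13302 genes). Differences were tested with limma 3.58.1 (voom) in R 4.3.3, in one model with a mean for each of the 10 groups and 10 residual degrees of freedom. P values were adjusted by Benjamini-Hochberg within each comparison, and genes were called at an adjusted p value under 0.05 and a fold change of at least 2. Limma voom was taken as the test because the methods of the paper name it. Each tissue was compared with the whisker cells of the same round, each group was compared before and after transplantation, and the change after transplantation in trachea was compared with that in bladder, vagina and thymus by an interaction contrast. The paper's text does not spell out which whisker cells served as reference for the 2nd round, and whisker cells of the same round were taken here. The fold changes that Supplementary Data 2 and 3 list for the 2nd round are those of a comparison with 1st round whisker cells. Against these, 100% of the 1001 to 1212 listed genes per tissue had a log2 fold change here within 0.2 of the listed one, and against recovered whisker cells between 15.5% and 19.5% had. The comparison with 1st round whisker cells is therefore given as well. Distances, principal components and clustering used log2 CPM with a prior count of 2.

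The alternatives set before the data were examined were edgeR's quasi-likelihood test, the DESeq2 1.42.0 Wald test, DESeq2 size factors, no low-count filter, a stricter one, the replicate number as a block, a log2 fold change of 2, fits of only the 4 samples compared, adjustment over the 8 whisker comparisons together, other distances, references, gene sets and linkages, and leaving out each replicate in turn. The comparison of the 2nd round with 1st round whisker cells and the block fits of only 4 samples were added after seeing the values. On simulated counts with 200 changed genes, limma voom called 99.5% of them in the right direction, with 4 false calls, and 0 calls in a comparison without changes. Known shifts and planted overlaps were recovered by the distance and overlap calculations. The genes higher than whisker in both rounds were counted as a result added after seeing the values.

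The files list genes by Ensembl identifier. Names were taken from Supplementary Data 2 and 3 as given here, which pair 2311 identifiers with symbols. Of 37 genes that the paper names and that were considered, 11 could be paired in this way, and the others, among them Nkx2-1, are not analysed here. Some results for genes named in the paper are not reported here. Genomic positions are not given, because the annotation at hand is of another assembly. The genes named were fixed by rule beforehand, namely the genes the paper names, the 3 highest and 3 lowest by mean log2 fold change among genes called in the same direction in all 8 whisker comparisons, and the gene with the largest rise and the largest fall after transplantation in each tissue among called genes with at least 10 CPM in both samples of the higher group, in each case with a usable symbol. Outside this rule, Col1a1, Col3a1, Col6a3, Dcn, Eif2s3y and Ddx3 are named in the closing section. They were on lists of fibroblast and Y chromosome markers written at the same time as the rule. With 2 samples per group, an exact permutation test cannot give a two-sided p below 0.33, groups were too small to test for single outlying samples or other splits of the samples, and the limma tests rest on a spread shared across groups and genes.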

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

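The tests on Eif2s3y and that of the fibroblast markers in trachea against bladder were chosen only after the values had been seen. So were the block fits of only the 4 whisker samples. The other tests were written down before their results were known.

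The change after transplantation differed between trachea and the other tissues, by a test of the difference itself. The number of genes called was 1673 for trachea against bladder, 2293 against vagina and 2328 against thymus. With all 20 samples thinned to the smallest library, the smallest of these numbers was 1642, so library size accounts for little of it. The tenth of genes most correlated with Col1a1, Col3a1, Col6a3 and Dcn, the 4 of 10 listed fibroblast markers that had an identifier, held 14.6%, 14.1% and 15.9% of the called genes in the 3 comparisons, more than the 10.0% of all genes that it holds. With 1331 genes it could have held at most 79.6%, 58.0% and 57.2%, so a share under 50% was nearly given in advance. This share therefore leaves fibroblast RNA open. The feeder cells and the hosts were mouse, and the samples were sorted on EGFP and aligned to the rat genome. The summed marker CPM was highest before transplantation, in bladder (264.9 and 202.9) and trachea (280.9 and 288.2), so host cells cannot account for those values. The source of this RNA was not tested. In trachea against bladder 0 of the 4 markers were called, with adjusted p values between 0.094 and 0.95, and their log2 differences lay between -0.52 and 0.61, so a different change of fibroblast RNA is not seen there. In trachea against vagina and against thymus all 4 were called, so an effect of fibroblast RNA remains open there. How many of the called genes it covers is not shown. Their share in the tenth was close to that in trachea against bladder. Donor, culture history and passage were not tested and cannot be told apart from tissue in these samples, so a response to the skin microenvironment that depends on the tissue of origin is only one hypothesis. Each tissue was compared only with trachea, so it remains open whether trachea stands apart more than other tissues do from one another.

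Whisker cells changed after transplantation too, at 795 genes (286 higher, 509 lower), a comparison the paper does not report. After thinning to the smallest of the 4 whisker libraries 789 genes were called. The summed CPM of the fibroblast markers overlapped between the rounds (log2 ratio -0.10). Among genes with a usable symbol, Cxcl2 rose most (log2 fold change 3.18, limma adjusted p = 7.5e-05, higher in 2 of 2 recovered samples) and Timp3 fell most (-5.24, limma adjusted p = 9.5e-08, lower in 2 of 2). In a fit of the 4 samples 779 genes were called without a block and 850 with same-numbered samples as a block. With the replicate numbers crossed as a block, 436 genes were called. The 1st round cells are a clone and the recovered ones a subclone, so the transplantation cannot be told apart from subcloning. The reference to which the other tissues are compared therefore differs between rounds.

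Reads of Eif2s3y, which the RefSeq annotation places on the Y chromosome, appeared in every bladder and whisker sample, at 93.6 CPM or more, and in no trachea, vagina or thymus sample above 0.080 CPM. The paper's Supplementary Data 2 lists this gene among those that differ from whisker, and its text does not discuss it. Ddx3 showed the same pattern, but this name belongs to more than one gene. The number of tissues with samples on both sides of 1 CPM, as a mislabelled sample would give, was 0 of 5, and the highest value in vagina, thymus and trachea, where male feeder cells would add reads, was 0.080 CPM. Both values restate the pattern itself and decide nothing. The reads did not follow the fibroblast markers, whose summed CPM in the 4 whisker samples was on average 12.6% of that in 1st round trachea, so feeder cells are not seen as their source. Across genes, the 2 samples of a group had a Spearman correlation between 0.987 and 0.999 in every group. The distance of 1 minus Spearman to the whisker mean was 0.0046 or less in whisker samples and 0.033 or more in all others. These values argue against a single sample exchanged between tissues. An exchange of both samples of a group was not tested and cannot be told apart. The paper states that males and females were used, without naming the sex of each donor in its text. One hypothesis, which was not tested, is that the bladder and whisker cells may come from male donors and the others from female ones. The comparisons of trachea, vagina and thymus with whisker would then differ in donor sex as well as tissue, and that of bladder would not. Donor sex was not tested as a cause of any other difference.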

How the results depend on the processing

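The alternatives were set before the data were examined, apart from the comparison of the 2nd round with 1st round whisker cells and the block fits of only 4 samples, which were chosen after seeing the values.

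The numbers of called genes stayed within 1.5 times under edgeR's quasi-likelihood test, the DESeq2 Wald test, DESeq2 size factors, no low-count filter, the stricter filter, the replicate block, the fit of only the 4 samples compared and adjustment over the 8 whisker comparisons together. With the replicate block in the model of all 20 samples, 4260 genes differed between 1st round bladder and whisker cells, and 815 genes changed in whisker cells after transplantation. In fits of only 4 samples, a block that crossed the replicate numbers moved 1 number by more than 1.5 times, that of genes changed in whisker cells, to 436, and the block of same-numbered samples moved none. The interaction and overlap results were not run in fits of only 4 samples, and the numbers of called genes were not run with a replicate left out, since 1 sample would remain in an arm.

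A threshold of 2 on the log2 fold change lowered every number of genes it was run for by more than 1.5 times, and it was not run for the interactions. In the 1st round it left 2192 genes in bladder, 1803 in trachea, 1182 in vagina and 1503 in thymus, and in the 2nd round 1236, 1174, 627 and 1074. The common genes numbered 500 in the 1st round, 172 in the 2nd and 100 in both. After transplantation 1233 genes changed in bladder, 725 in trachea, 682 in vagina, 885 in thymus and 268 in whisker cells. Genes higher than whisker in both rounds numbered 701 in bladder, 499 in trachea, 225 in vagina and 401 in thymus. The fall follows from the threshold itself. The smallest overlap ratio stayed above 1 under every alternative run.

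The distance to whisker cells fell in all 4 tissues under every alternative, also with 1 minus the Spearman correlation, which has another scale and was compared by direction alone. With the 1000 most variable genes the change was -1.32 in bladder, -0.67 in trachea, -1.06 in vagina and -0.34 in thymus. With a prior count of 0.5 it was -0.28 in trachea, -0.32 in vagina and -0.19 in thymus, against whisker cells of the same round -0.30, -0.36 and -0.19, and against 1st round whisker cells -0.22, -0.24 and -0.19. With each replicate left out in turn it stayed between -0.52 and -0.46 in bladder, -0.26 and -0.24 in trachea, -0.30 and -0.27 in vagina, and -0.18 and -0.16 in thymus. The order of the tissues changed, with trachea ahead of vagina only under the Spearman distance. The cause was not tested.

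The share of variance on the first component rose to 40.8% with the 1000 most variable genes and to 36.7% without scaling. The number of groups in the whisker branch was 5 with the stricter filter and with the 1000 most variable genes, and 7 under the other alternatives. The cause was not tested.

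The log2 fold change of Foxa1 in bladder stayed between 10.61 and 12.03 in the 1st round and between 7.60 and 8.81 in the 2nd with each replicate left out. For 65 other gene results, 6 calls were lost, 3 were gained and 2 values reversed. Across the fits that each left out a replicate, the log2 fold change of Isl1 in 2nd round bladder went from -0.032 to 1.73, at levels below what the depth can show, and the change of Ptgs1 in bladder after transplantation went from -0.29 to 0.028. The cause was not tested. A further 44 values, all with a replicate left out, moved by more than the spread between samples. The stricter filter left out Wnt3, which has no value there. The 3 calls gained were those of Wnt3 with 1st round whisker cells. Genes close to 0 CPM in whisker cells, such as Foxa1, Dkk3 and Isl1, have fold changes that depth limits, and so has Wnt3 in 1st round bladder, thymus and trachea. The same holds where Tfap2b and Sdr16c6 lie close to 0 CPM in the other tissues.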

Differences from the paper's values

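Of 111 measures compared with the paper, 47 differed, all of them of the 2nd round or of both rounds together. Of these, 8 are numbers of genes set beside Supplementary Table 5, 1 is the number of common genes and 38 are log2 fold changes. The 43 log2 fold changes of named genes in the 1st round did not differ.

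The numbers of genes called in the 2nd round are given in Supplementary Table 5, which is printed with the same values as Supplementary Table 4 for the 1st round. These values lie near the 1st round numbers found here, 2469 for vagina and 4250 for bladder, and did not differ from them. The 8 gaps thus set 2nd round numbers beside values printed for the 1st round, and neither they nor the alternatives that narrow them tell how the 2nd round compares with the paper. For vagina 1581 genes were called against the paper's 2528, and for bladder 2674 against the paper's 4215. Among the alternatives set before the data were examined, only leaving out the low-count filter brought either number (1955 and 3307) within 1.5 times of the paper's. With 1st round whisker cells as the reference, chosen after seeing the values, vagina had 2130 genes, within that range, and bladder 2763, outside it. The genes called in both of 2 tissues numbered 902 for vagina and bladder against the paper's 1794, 787 for vagina and thymus against the paper's 1671, and 1395 for bladder and trachea against the paper's 2875, and no alternative set before the data were examined closed these gaps. They numbered 1054 for vagina and trachea against the paper's 1845, 1358 for bladder and thymus against the paper's 2093, and 1210 for thymus and trachea against the paper's 2077, and here leaving out the low-count filter brought each within 1.5 times. With 1st round whisker cells, chosen after seeing the values, the 6 overlaps were 1173, 1010, 1550, 1396, 1423 and 1340, of which those for vagina and trachea and for bladder and thymus came within 1.5 times. The genes common to all 4 tissues in both rounds numbered 266 against 433 in the paper's Supplementary Data 3, and no alternative set before the data were examined closed this gap. With 1st round whisker cells, chosen after seeing the values, they numbered 399.

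The other differences are 38 log2 fold changes of the 2nd round against whisker cells, for which the paper's values are the logarithms of the fold changes in Supplementary Data 2 and 3. The values are given in the order bladder, trachea, vagina and thymus. For Foxa1 the values were 8.19, 6.02, 2.73 and 4.71, against the paper's 10.40, 8.25, 4.95 and 6.95, and 10.39, 8.22, 4.92 and 6.91 with 1st round whisker cells. For Isl1 the values were 0.87, 8.07, 7.20 and 8.92, against the paper's 1.62, 8.80, 7.96 and 9.67, and 1.62, 8.81, 7.94 and 9.67 with 1st round whisker cells. For Wnt3 the values were -0.74, -0.46, -0.54 and -1.30, against the paper's -2.09, -1.80, -1.86 and -2.62, and -2.09, -1.81, -1.90 and -2.66 with 1st round whisker cells. For Dkk3 the values were 4.50, 2.35, 4.42 and 3.54, against the paper's 5.61, 3.50, 5.53 and 4.66, and 5.60, 3.46, 5.52 and 4.64 with 1st round whisker cells. For Krt8 the values were 10.77, 10.61, 5.16 and 8.55, against the paper's 8.47, 8.31, 2.85 and 6.25, and 8.46, 8.30, 2.85 and 6.24 with 1st round whisker cells. For Krt18 the values were 8.70, 6.92, 4.80 and 6.89, against the paper's 5.74, 3.97, 1.84 and 3.91, and 5.75, 3.97, 1.84 and 3.93 with 1st round whisker cells. For Ptges the values were 0.93, 0.98, 0.59 and -0.20, against the paper's 3.30, 3.35, 2.96 and 2.16, and 3.29, 3.34, 2.95 and 2.15 with 1st round whisker cells. For Ptgs1 the values were 6.47, 4.90, 4.83 and 5.09, against the paper's 7.28, 5.71, 5.64 and 5.90, and 7.28, 5.71, 5.64 and 5.90 with 1st round whisker cells. For Itgb8 the values were -1.29, -3.63, -0.81 and -1.41, against the paper's -1.61, -3.94, -1.12 and -1.74, and -1.61, -3.95, -1.12 and -1.73 with 1st round whisker cells. For Chst11 in trachea and vagina they were -3.85 and -0.54, against the paper's -4.61 and -1.32, and -4.62 and -1.32 with 1st round whisker cells. With 1st round whisker cells, chosen after seeing the values, all 38 fell within the spread between samples of the paper's. None of the alternatives set before the data were examined closed a gap, apart from those of Isl1 and Krt8. For Isl1, leaving out replicate 1 of recovered whisker closed it in all 4 tissues, and edgeR's quasi-likelihood test and the DESeq2 Wald test did so in trachea, vagina and thymus. For Krt8, leaving out the same replicate closed it in all 4 tissues. Over the genes listed in Supplementary Data 2 and 3 with a 2nd round value, the median difference from the paper's log2 fold change was between 0.59 and 0.70 against recovered whisker cells and between 0.0058 and 0.0094 against 1st round whisker cells. Within 0.2 of the paper's log2 fold change lay between 15.5% and 19.5% of the 1001 to 1212 genes per tissue against recovered whisker cells, and 100% against 1st round whisker cells.

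In Fig. 3b, 1st and 2nd round trachea lie with 1st round bladder outside the branch of whisker cells, which leaves about 5 groups in that branch, read by eye, whereas 7 were found here with all filtered genes and 5 with the stricter low-count filter or the 1000 most variable genes. The paper excepts trachea from the move towards hair follicle. By qPCR it also found Lhx2, Gata3 and Hr still low in recovered tracheal cells, and these cells formed no hair follicles in transplants. Those genes are not analysed here. Over all filtered genes, the distance of tracheal cells to whisker cells changed by -0.25, more than that of thymic cells (-0.17). This distance is not a measure of hair follicle genes, so it does not contradict the paper's exception. Without the tenth of genes most correlated with fibroblast markers the change was -0.13 in trachea and -0.17 in thymus, but these markers are high in 1st round bladder and trachea, so the genes left out are ones that set these groups apart. The paper's methods paragraph words the threshold for selecting genes as a log2 fold change of 2, and that for the overlap of gene lists as an absolute fold change of at least 2. Its text and legends word it as a fold change of 2. At a log2 fold change of 2, 500 common genes were left in the 1st round, against the paper's 1182.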

Other observations

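The tests below were written down before their results were known, apart from the distances between groups of the same round and the comparison sets of genes for the fibroblast markers, which were added after related values had been seen.

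The genes that differ from whisker in all 4 tissues were compared with those found when another tissue served as the shared reference. In the 1st round 1114 genes were common to the 4 other tissues with whisker as reference, 1060 with bladder, 684 with thymus, 513 with trachea and 495 with vagina. The value for bladder comes within 1.5 times of that for whisker, so sharing one reference may account for much of the number. In the 2nd round the number was 690 with bladder, 566 with trachea, 556 with thymus, 470 with whisker and 347 with vagina.

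The fall in distance to whisker was compared with that to the other tissues, measured to their 1st round means. The distance to whisker fell more than the mean distance to the other 3 tissues in 4 of the 4 tissues, but distances to 1st round cells do not show whether recovered cultures approached one another. Between groups of the same round, the distance to whisker changed by -0.49 in bladder, -0.30 in trachea, -0.36 in vagina and -0.19 in thymus, and the mean distance to the other 3 tissues by -0.21, -0.018, -0.12 and -0.16. The fall was again larger for whisker in 4 of the 4 tissues, by little in thymus, which came nearer to bladder (-0.46) than to whisker. The mean for thymus comes almost wholly from bladder, since its distance changed by -0.040 to trachea and 0.029 to vagina, and recovered trachea and bladder lay farther from each other than before (0.12 from trachea to bladder). The recovered cultures thus did not all come nearer to one another. Measured to 1st round means, recovered tracheal cells came nearer to 1st round vaginal cells (-0.26) than to whisker cells (-0.22), and recovered bladder cells came nearly as much nearer to vaginal cells (-0.46) as to whisker cells (-0.47). Without the tenth of genes most correlated with the fibroblast markers, the change in distance kept 66.7% of its size in bladder, 53.5% in trachea, 100.0% in vagina and 101.9% in thymus. The summed fibroblast-marker CPM fell in bladder from 264.9 and 202.9 to 31.2 and 28.1, and in trachea from 280.9 and 288.2 to 47.0 and 39.7. As these markers nearly single out 1st round bladder and trachea, the genes left out set those groups apart by choice. The same number of genes chosen only to follow 1st round bladder and trachea shared 1180 of the 1331, and without them 63.2%, 50.4%, 99.9% and 98.7% was kept. The next such genes outside the fibroblast set left 92.8%, 88.2%, 90.2% and 94.2%. An effect of fibroblast RNA on the move of bladder and trachea can therefore not be told apart from other differences of these groups. A move towards whisker expression remains as one hypothesis.

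By immunostaining, the paper found CK-4 lost in the transplants and present again in cultures of the recovered cells, with a similar pattern for CK-8/18 in bladder. The RNA here is of such cultures, so it does not measure the loss in the transplants. For CK-4, Krt4 RNA in vaginal cells fell from 652.4 ± 43.6 CPM in the 1st round to 15.3 ± 0.70 CPM in recovered cultures (SD, n = 2). This was a log2 fold change of -5.42 (limma adjusted p = 4.3e-08), and Krt4 remained higher than in whisker cells (4.83). Krt4 rose in thymic cells from 43.4 ± 13.9 to 939.3 ± 40.9 CPM (log2 fold change 4.47, limma adjusted p = 5.4e-08) and in bladder cells from 42.9 ± 37.7 to 287.3 ± 21.3 CPM (3.13, limma adjusted p = 2.2e-06), and in tracheal cells it changed by -0.70 (limma adjusted p = 0.11). For CK-8/18, Krt8 RNA in bladder cells fell from 1678 ± 31.1 to 278.5 ± 3.85 CPM and Krt18 from 334.4 ± 62.9 to 23.2 ± 1.27 CPM, with log2 fold changes of -2.59 and -3.84, while both stayed higher than in recovered whisker cells (10.77 and 8.70). The 2 recovered whisker samples together held 9 reads of Krt8 and 3 of Krt18. The mean of Krt18 there (0.069 CPM) lay below the level of 3 counts, so the size of its fold change against them is not shown at this depth. With each replicate left out, the fold change against recovered whisker cells lay between 9.64 and 11.97 for Krt8 and between 7.16 and 10.15 for Krt18.

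Of the prostaglandin genes the paper names from its microarrays, Ptges rose in whisker cells after transplantation from 8.11 ± 1.06 to 41.8 ± 3.20 CPM (SD, n = 2), a log2 fold change of 2.36 (limma adjusted p = 1.3e-08). It rose by 1.86 in bladder, fell by 1.00 in vagina and fell by 1.32 in thymus on the log2 scale, and changed by -0.18 in trachea (adjusted p = 0.15). Against recovered whisker cells Ptges was not called in any of the 4 tissues, although in bladder (1.91-fold, limma adjusted p = 1.3e-06) and trachea (1.97-fold, limma adjusted p = 6.8e-07) it was higher and only just missed the 2-fold threshold. In vagina Ptges was higher too (1.51-fold, limma adjusted p = 2.4e-04), and in thymus the log2 fold change was -0.20 (limma adjusted p = 0.12). Against 1st round whisker cells, chosen after seeing the values, it was called in all 4, with log2 fold changes between 2.15 and 3.34. Ptgs1 remained higher than in whisker cells in all 4, with log2 fold changes between 4.83 and 6.47 in the 2nd round.

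Among genes with a usable symbol, the largest changes after transplantation in the other tissues were those of Dmkn (8.44) and Cdh6 (-10.92) in bladder, Fxyd4 (4.99) and Bcat1 (-7.89) in trachea, Cspg4 (7.13) and Col4a4 (-8.84) in vagina, and Casp1 (8.74) and Adcy5 (-7.86) in thymus, as log2 fold changes, each in the same direction in 2 of 2 samples. In the lower round the 2 samples together held 0 reads of Cdh6, 3 of Bcat1, 5 of Col4a4, 4 of Casp1 and 4 of Adcy5. The means of these genes there lay below the level of 3 counts, so the size of their changes is not shown at this depth. With each replicate left out, Casp1 lay between 7.18 and 10.30, Adcy5 between -9.38 and -6.57 and Bcat1 between -9.19 and -6.75. Cdh6 and Col4a4 moved less.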
